# Hidden features of NAD-RNA epitranscriptome in *Drosophila* life cycle

**DOI:** 10.1016/j.isci.2023.108618

**Published:** 2023-12-02

**Authors:** Shuwen Ge, Xueting Wang, Yingqin Wang, Minghui Dong, Dean Li, Kongyan Niu, Tongyao Wang, Rui Liu, Chao Zhao, Nan Liu, Ming Zhong

**Keywords:** Biological sciences, Genetics, Molecular genetics, Transcriptomics

## Abstract

Nicotinamide adenine dinucleotide (NAD), a nucleotide-containing metabolite, can be incorporated into the RNA 5′-terminus to result in NAD-capped RNA (NAD-RNA). Since NAD has been heightened as one of the most essential metabolites in cells, its linkage to RNA represents a critical but poorly studied modification at the epitranscriptomic level. Here, we design a highly sensitive method, DO-seq, to capture NAD-RNAs. Using *Drosophila*, we identify thousands of previously unexplored NAD-RNAs and their dynamics in the fly life cycle, from embryo to adult. We show the evidence that chromosomal clustering might be the structural basis by which co-expression can couple with NAD capping on physically and functionally linked genes. Furthermore, we note that NAD capping of cuticle genes inversely correlates with their gene expression. Combined, we propose NAD-RNA epitranscriptome as a hidden layer of regulation that underlies biological processes. DO-seq empowers the identification of NAD-capped RNAs, facilitating functional investigation into this modification.

## Highlights

• A much simplified and sensitive method, DO-seq, for NAD-RNA profiling
• Highly dynamic NAD-RNA epitranscriptome during *Drosophila* metamorphosis transition
• Co-expression coupled with NAD capping on functionally or physically linked genes
• NAD capping of cuticle genes is linked with adult transition of *Drosophila*

## Introduction

In eukaryotes, 5′,5′ -triphosphate-linked 7-methylguanosine (m^7^G) is the canonical 5′-end cap structure of RNA (m^7^Gppp-RNA or m^7^G-RNA), essential for the stability and biological function of mRNA species.^1^ NAD, the adenine nucleotide containing metabolite, emerged as a non-canonical initiating nucleotide (NCIN) incorporating at the 5′-terminus of RNA to result in NAD-capped RNA.^2^ Mass spectrometry analysis estimated that NAD modification constitutes approximately 0.6% and 1.3% of the mRNA transcripts from mouse liver and kidney, respectively.^3^ Since NAD capping is mediated by RNA polymerase II (RNA pol II), chromosomal clustered genes tend to be co-expressed in eukaryotes,^4^^,^^5^ prompting the question as to whether RNA pol II-mediated transcription and NAD capping can occur in physically-linked genes.

*Drosophila* life cycle begins in the form of embryo and subsequently undergoes a series of physical transformations until reaching adulthood. Such dramatic changes are called metamorphosis. Mounting evidence associates fly developmental transitions with transcriptional and metabolic changes,^6^^,^^7^ yet how these processes are integrated into the regulation of fly life cycle is only beginning to be revealed. NAD-functionalized RNAs, poised to integrate metabolome and transcriptome, might represent novel epitranscriptomic mechanisms. However, the unknown identity of NAD-RNAs has hindered functional studies.

The previously reported transcriptome-wide NAD-RNA profiling method depends on multiple chemo-enzymatic reactions and high RNA input.^8^^,^^9^^,^^10^ NAD captureSeq was initially reported, combining an enzymatic reaction by adenosine diphosphate ribosyl-cyclase (ADPRC) and copper-catalyzed click chemistry to biotinylate NAD-RNAs for affinity binding.^8^ However, the presence of copper ions led to RNA degradation.^8^ SPAAC-NAD-seq employed the copper-free strain-promoted azide alkyne cycloaddition (SPAAC) to preserve RNA integrity.^9^ Since ADPRC has been noted to catalyze the reaction with m^7^G-RNAs, SPAAC-NAD-seq requires antibody based pre-treatment to avoid false-positive hits derived from m^7^G-capped transcripts, thus demanding additional procedures and high RNA input.^9^ Recently we reported ONE-seq method, utilizing a one-step enzymatic reaction by ADPRC and HEEB (N-[2-(2-hydroxyethoxy) ethyl]-biotinamide) as a reactant to biotinylate NAD-RNAs for streptavidin affinity binding.^11^ ONE-seq employs a NudC-based post-treatment to elute biotin-conjugated RNAs specifically derived from NAD, but not m^7^G-capped transcripts from streptavidin beads.^11^ In the present study, we design the DO-seq method by introducing yDcpS-based pre-treatment to remove m^7^G cap prior to the ADPRC reaction, thereby allowing increased amount of HEEB reactant to further improve the capture sensitivity. Using *Drosophila*, we proceed to explore the utility of DO-seq and reveal novel insights of NAD capping events in the fly life cycle.

## Results

### The workflow of DO-seq

To further enhance the capture efficiency, we introduced the yDcpS enzyme, known for its ability to de-cap m^7^G, but not NAD from RNA transcripts. We thereby named our method DO-seq, through y**D**cpS pre-treatment followed by **O**ne-step chemo-enzymatic reaction to biotinylate NAD-capped RNA for high-throughput **seq**uencing (Figure 1A). By pre-clearance of m^7^G cap from total RNA, DO-seq allows increased HEEB reactant to promote biotinylation.

**Figure 1:**
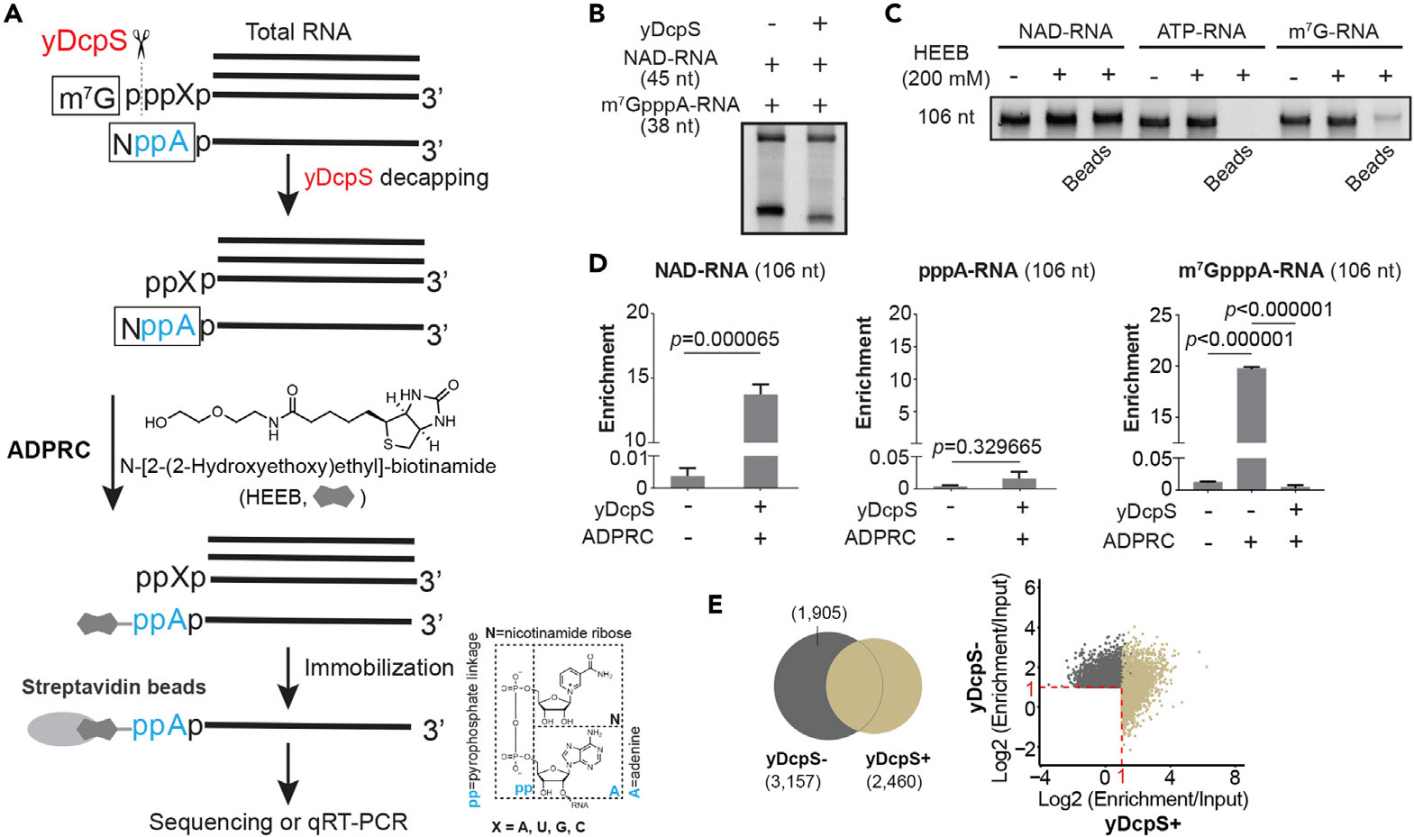
The workflow and specificity of DO-seq (A) The workflow of DO-seq: First, yDcpS (in red) de-caps the m^7^G moiety from m^7^G-RNAs in total RNAs. Second, in the presence of ADPRC, NAD-RNAs can be biotinylated by HEEB, which subsequently are enriched by streptavidin beads. Enriched RNAs can be used for epitranscriptome-wide profiling as well as qRT-PCR analysis. (B) yDcpS was able to de-cap m^7^GpppA-RNA (38 nt) but not NAD-RNA (45 nt), as evidenced by a lower-sized band corresponding to the de-capped product in the TBE-Urea gel. (C) HEEB (200 mM) reacted with NAD-RNA (106 nt) and m^7^GpppA-RNA (106 nt), but not pppA-RNA (106 nt), resulting in a band retained by the streptavidin beads. (D) qRT-PCR analysis showed that NAD-RNA (106 nt), but not pppA-RNA (106 nt), could be enriched by DO-seq. qRT-PCR analysis showed that m^7^GpppA-RNA (106 nt) could be detected in the presence of ADPRC; pre-treatment of yDcpS eliminates potential enrichment of m^7^GpppA-RNA (106 nt). The difference between Ct of target RNA in enrichment and input was calculated, resulting in index conversion of ΔCt. Data were shown in mean ± s.e.m. (E) Epitranscriptome assessment of yDcpS to minimize the noise of m^7^G-RNAs. Two-fold enrichment of read counts was used as the cutoff. Standard DO-seq identified 2,460 NAD-RNAs, while 1,905 false-positive NAD-RNAs were found without the use of yDcpS, presumably derived from m^7^G-capped RNAs. Total RNAs were from liver tissues of 18-month mice.

### Specificity of DO-seq

We tested the specificity of yDcpS. First, we showed the evidence that yDcpS was able to de-cap m^7^GpppA-RNA (38 nt) but not NAD-RNA (45 nt) synthetic RNA oligonucleotides as demonstrated by a lower-sized band in the TBE-Urea gel corresponding to the de-capped product (Figure 1B). Second, we used 200 mM HEEB, an amount two times higher than that used in our previous study.^11^ To test specificity, we generated three groups of 106 nt synthetic RNA spike-ins (i.e., pppA-RNA without a cap, NAD-capped RNA, and m^7^G-capped RNA (m^7^GpppA-RNA)). HEEB (200 mM) reacted with NAD-RNA (106 nt) and m^7^GpppA-RNA (106 nt), but not pppA-RNA (106 nt), resulting in a band retained by the streptavidin beads (Figure 1C). Since biotinylated m^7^GpppA-RNA, even at a low level, would cause false-positive signals, this result highlights the necessity of pre-clearance of m^7^G capped RNA transcripts. We further subjected total RNA extract mixed with spike-in RNAs to the DO-seq experiment, followed by qRT-PCR. NAD-RNA (106 nt), in an ADPRC-dependent manner, was robustly and significantly enriched, while pppA-RNA (106 nt) could not be detected (Figure 1D). In the presence of ADPRC, m^7^GpppA-RNA (106 nt) could be detected; treatment of yDcpS, however, eliminated potential enrichment of m^7^GpppA-RNA (106 nt) (Figure 1D). Third, we determined the noise-canceling effect of yDcpS by comparative analysis of RNA-seq datasets. Total RNAs, either mock-treated or yDcpS-treated, were subjected to HEEB reaction, followed by enrichment via streptavidin beads (Figure S1A). polyA-selected RNA sequencing was performed. 

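The libraries of this comparison came from livers of 18-month-old mice, with 4 input and 4 enrichment libraries each for mock-treated and yDcpS-treated RNA. Input libraries hold RNA that did not pass over streptavidin beads, and enrichment libraries hold the RNA eluted from them. The authors trimmed the reads, aligned them with STAR and counted read pairs per gene with featureCounts, and the deposited counts are raw. The table lists 55335 gene identifiers, of which 51654 were paired with a symbol in the GENCODE mouse annotation of GRCm39, which also gave the coordinates. Total counts per library ranged from 10717208 to 12986117 in yDcpS-treated input and from 11273291 to 15183917 in yDcpS-treated enrichment. In the mock-treated RNA they ranged from 10573765 to 11456562 in input and from 11853370 to 14888942 in enrichment. Genes counted in more than 75% of the libraries of a comparison were tested. Enrichment was compared with input by edgeR's quasi-likelihood F test after TMM normalization, which rescales each library for its composition, and p-values were adjusted by the Benjamini-Hochberg method. The TMM factor lay between 0.701 and 0.752 in mock-treated enrichment, between 0.881 and 0.937 in yDcpS-treated enrichment and between 1.21 and 1.27 in the inputs.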

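Principal component analysis was run on the log2 CPM, the counts scaled to library size, of 15368 genes in the mock-treated and yDcpS-treated libraries. The first component held 50.7% of the variance and the second 24.7%. The distance between libraries of the same treatment and fraction had a median of 67.2 and ranged from 58.2 to 83.9. With the 500 most variable genes alone, the first component held 66.1% of the variance.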

Principal component analysis revealed that the biological replicates of each library type clustered together, indicating the high quality and reproducibility of the sequencing data (Figure S1B). The distance between the mock-treated and yDcpS-treated samples implied that the identified NAD-RNAs differed upon yDcpS treatment (Figure S1B). 

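The distance between mock-treated and yDcpS-treated enrichment libraries had a median of 142 and ranged from 137 to 148, above every distance between replicates. Between mock-treated and yDcpS-treated input libraries the median was 59.7, with a range from 52.9 to 66.5, no further apart than replicates. Enrichment libraries lay at a median distance of 140 from their inputs with yDcpS and of 160 without it.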

To pinpoint NAD-capped RNA, we set 2-fold enrichment of read counts as the cutoff (Figure S1A). 

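A gene was called an NAD-RNA when its fold change of enrichment over input was at least 2 and its adjusted p was under 0.05. Akr1c20 (ENSMUSG00000054757.14), which the paper later examined by qRT-PCR, is a protein-coding gene on chromosome 13 from 4536842 to 4573354. With yDcpS it had 763 ± 140 CPM (SD, n = 4) in enrichment and 106 ± 3.33 CPM in input, a log2 fold change of 2.85 (standard error 0.11, adjusted p = 2.2e-12 from edgeR's quasi-likelihood test). Without yDcpS the log2 fold change was 2.52 (standard error 0.07). The difference between the treatments was not past the threshold (log2 difference 0.09, adjusted p = 0.618 from the interaction test in edgeR). That test fitted the libraries of both treatments together, so its differences need not equal those between the separate fold changes. Apom (ENSMUSG00000024391.7, chromosome 17 from 35347973 to 35351026) had a log2 fold change of 2.35 (standard error 0.09, adjusted p = 9.9e-13 from edgeR) with yDcpS and 2.55 without it. C1d (ENSMUSG00000000581.8, chromosome 11 from 17197732 to 17219198) rose by 3.57 on the log2 scale with yDcpS (standard error 0.10, adjusted p = 5.9e-14 from edgeR) and by 2.24 without it. Dbi (ENSMUSG00000026385.16, chromosome 1 from 120041010 to 120048808) rose by 2.02 with yDcpS (standard error 0.10, adjusted p = 1.6e-11 from edgeR) and by 2.97 without it.

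Among genes with a mean of at least 50 counts whose enrichment libraries all exceeded their inputs, Fasl (ENSMUSG00000000817.10, chromosome 1 from 161608258 to 161616075) had the largest log2 fold change with yDcpS, 5.77 (standard error 0.21, adjusted p = 7.6e-13 from edgeR). It had 51.3 ± 10.3 CPM (SD, n = 4) in enrichment and 0.941 ± 0.345 CPM in input. Zfp560 and the lncRNA AW112010 followed with log2 fold changes of 4.32 and 4.29. Without yDcpS the largest values among such genes were 3.49 for Lst1, 3.37 for the processed pseudogene Gm2962 and 3.36 for Plac8. Reads of Gm2962 cannot be assigned with certainty, because its parent gene has a similar sequence. With yDcpS, Plac8 had a log2 fold change of 0.11 (standard error 0.16, adjusted p = 0.553 from edgeR), which became -0.33 when libraries were scaled by total counts only.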

In total, from mouse liver tissues, 3,157 NAD-RNAs were identified in the absence of yDcpS; however, the usage of yDcpS expelled 1,905 genes from the profile (Figure 1E; Table S1). As a result, yDcpS treatment may contribute by roughly reducing 60% of the false positive hits presumably derived from m^7^G-capped RNAs. 

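With yDcpS, 2566 of 15277 tested genes were called NAD-RNAs, and 2436 genes were lower in enrichment by at least 2-fold at the same adjusted p. Without yDcpS, 2825 of 15233 tested genes were called NAD-RNAs and 3644 were lower. The lists shared 1106 genes. A further 1719 genes were called only without yDcpS, which is 60.9% of the NAD-RNAs found there, and 1460 genes were called only with yDcpS. Leaving out each library in turn gave 2474 to 2651 NAD-RNAs with yDcpS and 2728 to 2939 without it. The alternative that moved the counts most was scaling by total counts only, which gave 1441 NAD-RNAs with yDcpS and 1178 without it.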

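The difference in enrichment between the treatments was also tested directly, as the interaction of treatment and fraction in edgeR over the 4 libraries of each group. Enrichment was lower with yDcpS for 3709 genes and higher for 3790 genes at an adjusted p under 0.05. Of the genes called only without yDcpS, 1370 (79.7%) had lower enrichment with yDcpS in this test. Of those called only with yDcpS, 912 had higher enrichment with yDcpS. Scaling by total counts only gave 2643 lower and 5408 higher genes. Mitochondrially encoded transcripts carry no m7G cap, and 19 such genes were tested in both treatments. Their median log2 fold change was -0.05 with yDcpS and -3.08 without it, and the interaction was above 0 for 19 of 19. From the genes lost upon yDcpS treatment, the paper proposes that yDcpS reduces false-positive hits derived from m7G-capped RNAs.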

To assess the specificity of the capture procedure, we subjected total RNA from mouse livers mixed with spike-in RNAs to yDcpS pre-treatment with or without ADPRC treatment, followed by streptavidin beads enrichment and qRT-PCR (Figure S1C). Notably, in the presence of ADPRC, NAD-RNA spike-in (500 nt) and endogenous genes identified as NAD-RNAs, such as Akr1c20, Apom, C1d, and Dbi, but not ppp-RNA (500 nt) and m^7^G-RNA (500 nt) spike-ins, showed significant enrichment, whereas none of these transcripts could be enriched in the absence of ADPRC (Figure S1D).

### Sensitivity of DO-seq

We examined the sensitivity of DO-seq by comparing it with ONE-seq, our recently reported method. First, we used RNA spike-ins to assess the capture sensitivity of the two methods. We synthesized two long RNA spike-ins with identical sequence (500 nt) but had either NAD or m^7^G-cap, followed by polyA tails. Presumably, endogenous transcripts may contain both NAD and m^7^G-capped forms, though the percentage may differ for particular genes. The rationale of this design is to mimic endogenous genes that have either low (0% or 1%) or relatively high (5%) NAD modification. Total RNAs were mixed with spike-ins that had different ratios of NAD-RNA and m^7^G-RNA. The sample that contained 100% m^7^G-RNA spike-in represented a gene with no NAD capping, which allowed the assessment of the specificity of the capture method. Other samples that contained 1% and 5% of NAD-relative to m^7^G-RNA spike-ins were used to determine the capture sensitivity. 

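The libraries with the polyadenylated spike-in RNA came from livers of 2-month-old mice, with 4 input and 4 enrichment libraries for each of the mixtures with 0%, 1% and 5% NAD-capped spike-in. The paper's methods state 3 biological replicates and the labels give 4, so all 4 were used. ONE-seq libraries were not analysed here. The values are raw read-pair counts per gene, with one entry for the spike-in, whose sequence is the same for both caps. Total counts on mouse genes per library ranged from 11282128 to 12606899 in input and from 10108051 to 12878410 in enrichment of the 0% mixture, and from 11205966 to 13291188 and from 12344018 to 14163304 in the 1% mixture. They were smaller in the 5% mixture, from 7327345 to 8579083 in input and from 6933818 to 8786389 in enrichment. Spike-in counts were converted to CPM with library sizes and TMM factors from the mouse genes. The fold of each enrichment library was taken over the mean of the inputs of the same mixture.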

We subjected 100 μg total RNA from mouse livers mixed with 1 ng spike-in RNA to either DO-seq or ONE-seq methods, followed by polyA-selected RNA sequencing. In the sample mixed with 100% m^7^G-RNA spike-in, we found no enrichment for both methods (Figure 2A), highlighting the specificity. 

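In the mixture with 0% NAD-capped spike-in, the spike-in had 133 ± 8.42 CPM (SD, n = 4) in input and 151 ± 6.39 CPM in enrichment. The folds of the 4 enrichment libraries were 1.21, 1.11, 1.11 and 1.13, with a mean of 1.14 ± 0.048 (SD, n = 4). All lay under the 2-fold cutoff for NAD-RNAs. Each enrichment library exceeded each input library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 libraries allow). DESeq2's size factors gave a fold of 1.15 and total counts only 1.10, and without single libraries it ranged from 1.11 to 1.16. From this mixture, the paper reasons that the capture is specific for NAD.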

In the sample that contained 5% of NAD-capped forms, DO-seq showed higher enrichment level (31-fold) than ONE-seq (3.4-fold) (Figure 2A). 

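At 5% NAD-capped spike-in, the spike-in had 242.8 ± 24.4 CPM (SD, n = 4) in input and 7090 ± 1980 CPM in enrichment. The mean fold was 29.2 ± 8.15 (SD, n = 4), and the libraries gave 17.6, 29.9, 32.9 and 36.4. Without the first enrichment library the mean fold was 33.1. All enrichment libraries exceeded all inputs (two-sided exact permutation test, p = 0.0286). The input CPM of the spike-in was higher than in the mixture without NAD-capped spike-in, although the same 1 ng was added to each.

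**Figure D1:**
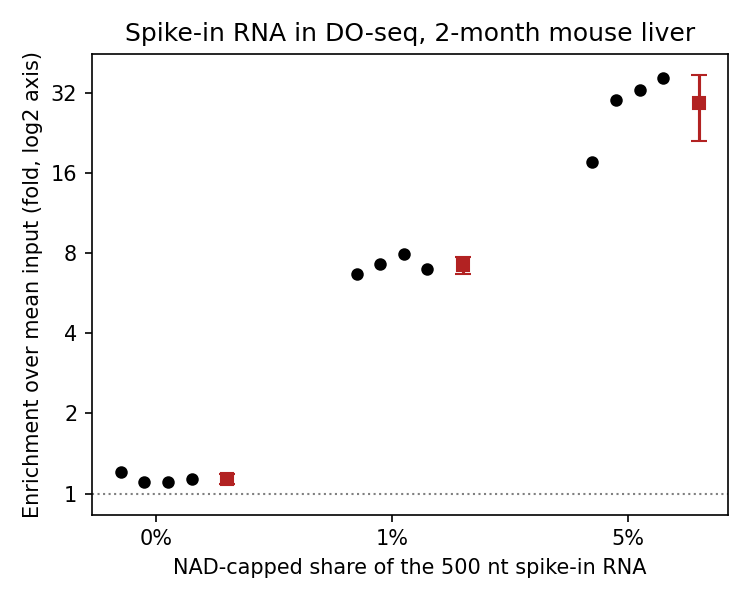
Fold of the spike-in RNA in DO-seq, on a log2 axis, against the NAD-capped share of the spike-in in percent. Black points are single enrichment libraries over the mean input, and red squares are means with SD (n = 4); the folds lie between 1.11 and 1.21 at 0%, between 6.71 and 7.93 at 1% and between 17.6 and 36.4 at 5%.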

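In the mixture with 1% NAD-capped forms, the spike-in had 137 ± 4.34 CPM (SD, n = 4) in input and 992 ± 72.4 CPM in enrichment. The mean DO-seq fold was 7.22 ± 0.527 (SD, n = 4; two-sided exact permutation test, p = 0.0286). On the log2 scale, the folds at 1% exceeded those at 0% by 2.66 and those at 5% exceeded those at 1% by 1.97. In each of the 3 comparisons between mixtures the libraries did not overlap (exact permutation test, p = 0.0286, adjusted p = 0.0286). The folds of a mixture share its mean input, so these p-values cover only the spread of the enrichment libraries.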

When NAD-capped forms accounted for 1% of the transcript, the enrichment was low (1.5-fold) and variable for ONE-seq (Figure 2A); in sharp contrast, DO-seq obtained a remarkable 7-fold enrichment. Second, we assessed NAD-RNA epitranscriptome profiles obtained by DO-seq and ONE-seq. 

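NAD-RNAs of 2-month liver were called from the 12 input and 12 enrichment libraries of the spike-in mixtures together, with the mixture as a factor. The paper's methods use livers of this age for the sensitivity of DO-seq, and which mixtures entered Figure 2B is not stated. Of 13586 tested genes, 656 were NAD-RNAs and 289 were lower in enrichment by at least 2-fold. The test of a fold above 2 (glmTreat) moved this count most, to 159. Leaving out each library in turn gave 583 to 705. Each mixture alone gave 817 genes at 0%, 574 at 1% and 284 at 5%. Tested genes were divided into 5 groups of equal size by input CPM. The share called was 8.21% in the lowest group, 5.59%, 4.64% and 2.83% in the next groups and 2.87% in the highest. In the yDcpS-treated 18-month liver, the same division gave 18.2% in the lowest group and 19.2% in the highest. Gm15564 (ENSMUSG00000086324.8), a lncRNA on chromosome 16 from 35776121 to 35803658, had a log2 fold change of 3.57 (standard error 0.19, adjusted p = 1.8e-15 from edgeR). The identifiers ENSMUSG00000075014.1 and ENSMUSG00000065037.1 had larger values, 8.68 and 3.65, but no symbol is paired with them. In the 0%, 1% and 5% mixtures alone, ENSMUSG00000065037.1 had 5.41, 4.46 and 1.32, against 3.82, 3.50 and 3.39 for Gm15564. It thus lay below Gm15564 at 5%, where ENSMUSG00000075014.1 has no value. C1d had a log2 fold change of 1.44 in these libraries. Akr1c20, Apom and Dbi had 0.39, 0.18 and 0.26 and were not called.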

In general, more NAD capping events could be identified by DO-seq than ONE-seq (Figure 2B), particularly for lowly expressed transcripts (Figure 2C). Moreover, DO-seq, but not ONE-seq, was able to capture three NAD-RNAs encoded by the mitochondrial genome (Figure 2D). Together, these data suggest that DO-seq outperforms ONE-seq in terms of capture sensitivity while ensuring specificity.

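In 2-month liver, 16 of the 30 tested mitochondrially encoded genes were called NAD-RNAs, against 4 of 28 in 18-month liver with yDcpS and 0 of 19 without it. Age and experiment differ together between these libraries. All 3 mixtures gave 14 such genes when analysed alone, and the glmTreat test gave 11. The largest log2 fold changes were those of the tRNA gene mt-Tw (position 4950 to 5016 of the mitochondrial genome) at 3.31 (standard error 0.22, adjusted p = 2.1e-13 from edgeR) and of mt-Ta (5018 to 5086) at 3.19 (standard error 0.53, adjusted p = 9.2e-06 from edgeR). They had 19.7 ± 7.70 CPM and 3.00 ± 2.51 CPM (SD, n = 12) in enrichment. No input library held more than 9 counts of mt-Ta. In the mixtures alone, mt-Ta was called at 0%, had no value at 1% and was not called at 5% (adjusted p = 0.062 from edgeR). Among protein-coding genes, mt-Nd6 (13552 to 14070) reached 2.66 (standard error 0.11, adjusted p = 1.3e-17 from edgeR), with 8105 ± 1819 CPM in enrichment and 1279 ± 151 CPM in input. It overlaps mt-Nd5 (11742 to 13565) on the other strand, and the counting is not stated to use strand. In 18-month liver with yDcpS, mt-Tw reached 3.45, mt-Ta 2.61, mt-Te 1.51 and mt-Nd2 1.14. mt-Ta was not tested there without yDcpS.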

**Figure 2:**
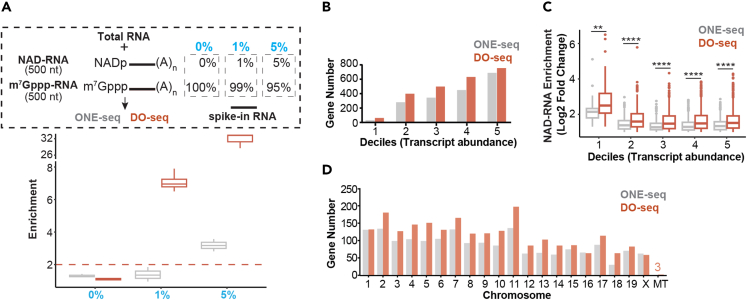
Sensitivity of DO-seq (A) RNA-seq experiment of spike-in RNAs determined the sensitivity of DO-seq. Top panel: schematic workflow of total RNAs and polyadenylated spike-in RNAs that have different ratios of NAD-RNA (500 nt). Two spike-in RNAs with identical sequence (500 nt) but have either NAD or m^7^G-cap, followed by polyA tails are used; bottom panel: fold change of normalized read counts from spike-in RNA between enrichment and input samples in different ratios of NAD-RNA. Total RNAs were from liver tissues of 2-month male mice. The nominal ratios of NAD-RNAs were highlighted in blue. Boxplot showed the first quartile, median and third quartile, and whiskers represented 1.5x interquartile ranges. (B) More NAD capping events could be identified by DO-seq than ONE-seq. (C) More NAD capping events could be identified by DO-seq than ONE-seq, even for lowly expressed transcripts. (Two-tailed Student’s *t* test: ∗∗∗∗p < 0.0001; ∗∗p < 0.01). (D) DO-seq was able to capture three NAD-RNAs encoded by the mitochondrial genome.

### Epitranscriptomic profiling of *Drosophila* life cycle, from embryo to adult

To study how metabolite-modified RNA transcripts modulate complex biological processes, we profiled NAD-RNAs from *Drosophila* life cycle, including highly dynamic metamorphosis transitions from embryo, larva, pupa to mature adult at the 3days of age (Figure 3A). We recently developed a spike-in-based normalization and data-driven evaluation framework, enONE, for the omic-level analysis of NAD-capped RNAs.^12^ Toward quantitative assessment, we deliberately included three types of spike-in RNAs: (1) total RNAs from mouse livers, a vertebrate model organism with well-annotated genome sequence, were used to normalize technical variations among independent biological repeats; (2) synthetic RNAs, consisting of 5% NAD-relative to m^7^G-capped forms, were used to determine the capture sensitivity; (3) synthetic RNAs, with 100% m^7^G-capped forms, were used to determine the capture specificity (Figure 3A). Spike-ins 2 and 3 were synthesized with templates from different sequences. Combined, we subjected 45 μg total RNA from *Drosophila* mixed with 5 μg total RNA from mouse liver, 0.3 ng spike-in 2 RNA, and 0.3 ng spike-in 3 RNA to the DO-seq experiment, followed by enONE computational analysis.

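The fly DO-seq libraries comprise 2 input and 2 enrichment libraries for each of embryo, larva, pupa and adult. The authors aligned the reads to the fly and mouse genomes at the same time and counted read pairs per gene, and the deposited counts are raw. Fly genes are listed by FlyBase identifier, 17612 in all, and the paper's tables pair 1833 of them with a symbol. Mouse genes and both synthetic spike-ins have entries of their own. Total counts on fly genes ranged from 3625622 to 4549653 in input and from 3725563 to 6324048 in enrichment. The 8 groups were fitted together with TMM factors from the fly genes and one shared estimate of the spread, and enrichment was compared with input within each stage by edgeR's quasi-likelihood F test. After edgeR's filter on low counts, 12804 fly genes were tested. With 2 libraries per group, a simulated change of 2 on the log2 scale was called for 67% of the 100 raised genes. The simulation gave every gene the same spread and the stages no differences, so 67% need not hold for the real libraries. A fold against inputs that all hold at most 3 counts is given as a lower bound, with the input set to 3 counts. Such bounds cover counting error only.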

**Figure 3:**
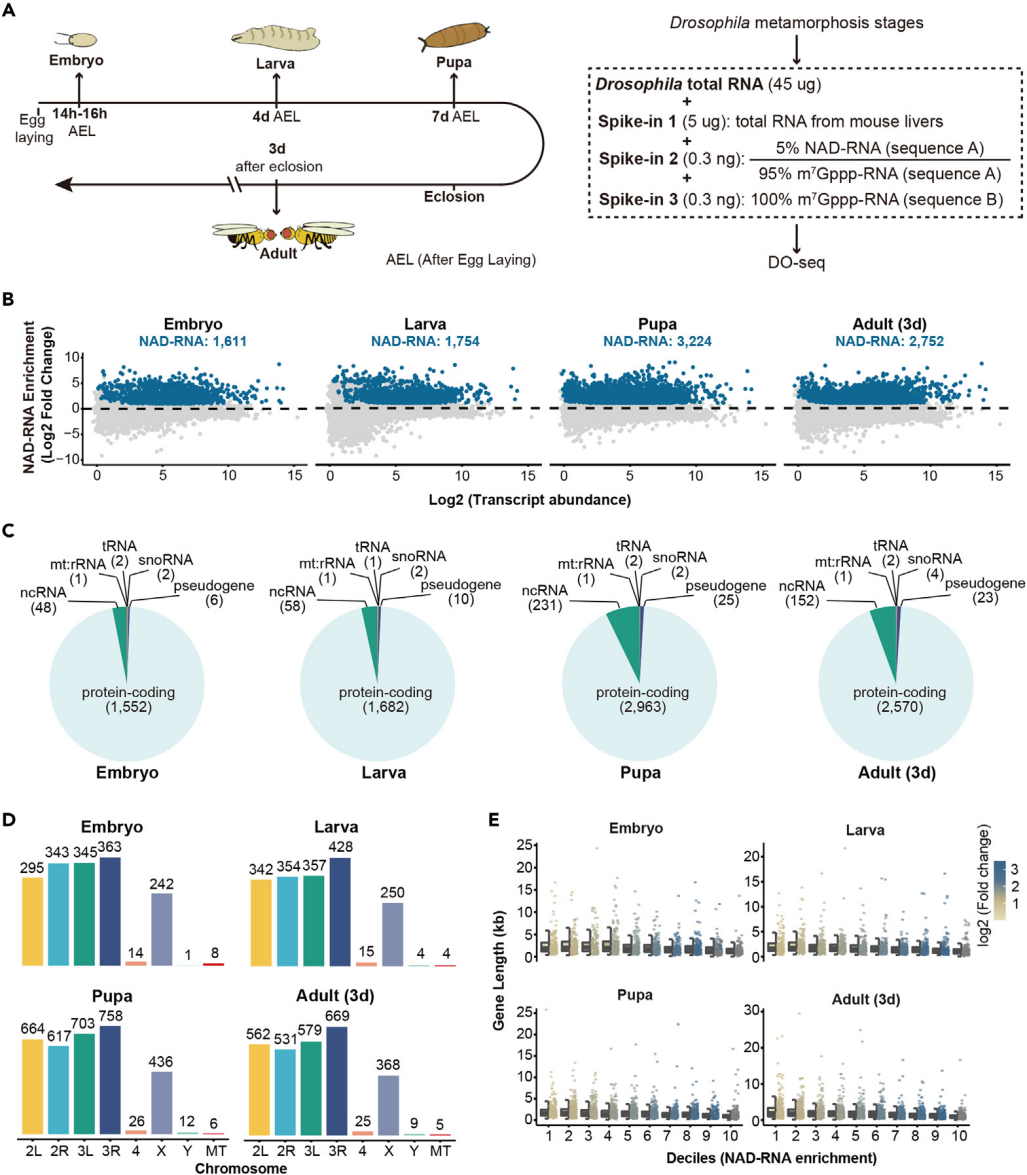
Epitranscriptome-wide profiling of NAD-RNAs in *Drosophila* life cycle, from embryo to adult (A) Experiment outline. To fully profile NAD-RNAs from *Drosophila* life cycle, samples from four stages (embryo (14h–16h AEL), larva (4days AEL), pupa (7days AEL) and adult fly (3days)) were collected. Total RNAs from those samples were mixed with spike-in RNA from mouse livers, and two synthetic spike-in, of which one with 5% NAD-capped forms and another with 100% m^7^G-capped forms. The mixtures were then subjected to DO-seq. (B) Scatterplots showing NAD-RNAs (blue dots) identified by DO-seq at four stages. 2-fold enrichment of read counts was used as the cutoff. 1,611, 1,754, 3,224 and 2,752 NAD-RNAs were identified from *Drosophila* embryo, larva, pupa, and adult (3days), respectively. (C) NAD capping mostly occurred on protein-coding genes but also extended to pseudogenes and ncRNA. (D) Chromosomal distribution showed that NAD-RNAs were derived from genes localized on all three autosomes, and both X and Y chromosomes as well as the mitochondrial genome. (E) From 10 deciles based on enrichment, shorter genes tended to have increased modification of NAD. Boxplot showed the first quartile, median and third quartile, and whiskers represented 1.5x interquartile ranges.

After quality control, we obtained an average ∼5.3 million high-quality and uniquely mapped sequencing read pairs from each library (Figure S2A). 

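Counts on fly and mouse genes together ranged from 4195066 to 6656884 read pairs per library, with a mean of 4987994. Reads that were mapped but not assigned to a gene are not part of these counts. Of the counts, between 253362 and 1126084 per library fell on genes of the added mouse liver RNA, with the fewest in adult enrichment and the most in pupa enrichment.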

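Sequencing depth was examined by sampling 80% or 50% of the fly read pairs of each library and counting the genes with over 10 read pairs. Between 8266 and 10717 genes passed in the full libraries. At 80% of the depth, 95.2% to 97.6% as many genes passed, and at 50% of the depth 84.5% to 91.4%.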

Assessment of datasets corroborated that sequencing saturation has been reached (Figure S2B). 

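Spike-in 2 (5% NAD-capped) and spike-in 3 (100% m7G-capped) were compared between the enrichment and input libraries of each numbered replicate, over the 8 pairs of the 4 stages. The counts number the spike-ins differently from the paper, and the enriched one was taken as spike-in 2. The tests therefore cannot decide which cap is captured, and show only that the spike-ins differ in enrichment. The log2 ratio of spike-in 2 was 5.64 ± 0.475 (SD, n = 8 pairs), ranged from 4.92 to 6.34 and was above 0 in 8 of 8 pairs (two-sided exact permutation of signs, p = 0.00781, the smallest of 256 arrangements). Its input counts were low, from 5 to 22 per library, against 273 to 1018 in enrichment. Spike-in 3 had a log2 ratio of -1.08 ± 0.657 (SD, n = 8 pairs), from -2.49 to -0.40, and was below 0 in 8 of 8 pairs (exact permutation, p = 0.00781). Scaling by total counts only moved the ratio of spike-in 2 most, to 5.44.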

Spike-in 2, which contained 5% NAD-capped forms, were significantly enriched, whereas no enrichment was found for spike-in 3 made up with 100% m^7^G-RNA (Figure S2C). The above evidence highlighted the sensitivity and specificity of DO-seq, as reflected by the enrichment of NAD, but not m^7^G, capped transcripts. Upon enONE normalization, principal component analysis (PCA) illustrated that the biological replicates of each sample type clustered together, reflecting high reproducibility of the experiments (Figure S2D). 

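In a principal component analysis of the fly libraries, with TMM in place of enONE, the first 3 components held 43.9%, 23.1% and 16.7% of the variance. The distance between both libraries of a stage and fraction ranged from 48.0 for adult input to 101 for larva enrichment. Input and enrichment libraries of a stage lay 115 to 166 apart, and libraries of different stages 222 to 367.5 apart.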

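By fold change and adjusted p, 1466 fly genes were called NAD-RNAs in embryo, 1631 in larva, 2924 in pupa and 2720 in adult. At least 2-fold lower in enrichment were 756, 894, 2060 and 2267 genes. Scaling the libraries by the added mouse liver RNA in place of the fly genes moved the embryo count most, to 583. The gene mt:srRNA (FBgn0013688) had a log2 fold change of 8.84 in embryo (standard error 0.54, adjusted p = 5.2e-08 from edgeR), 7.80 in larva, 7.15 in pupa and 8.65 in adult. Its embryo libraries held 281 and 267 counts in input and 115394 and 101284 in enrichment. For S1P (FBgn0037105) the values were 0.75 in embryo (standard error 0.46, adjusted p = 0.278 from edgeR), 1.22 in larva (standard error 0.48, adjusted p = 0.0748 from edgeR), 1.51 in pupa and 2.05 in adult (standard error 0.42, adjusted p = 9.1e-04 from edgeR). In embryo its log2 fold change was -0.08 with mouse RNA scaling, and with RUVs on fly genes it was 0.60 in pupa and 0.88 in adult, so that S1P was not called there. In larva S1P was called with the numbered input and enrichment pairs as a block (adjusted p = 0.0239 from edgeR), with RUVs on mouse genes, without a filter on low counts and in the fit of larva alone. Enrichment of lncRNA:CR45242 in embryo was at least 50.0-fold, and that of CG13898 in larva at least 47.2-fold. FBgn0264347, which the files do not pair with a name, had a log2 fold change of 5.20 in larva (standard error 0.33, adjusted p = 1.2e-07 from edgeR). With inputs set to 3 counts, FBgn0051813, also without a name in the files, was 85.7-fold higher in pupa enrichment and 54.5-fold in adult enrichment. Its input counts were 24119 and 19866 in embryo and at most 1 in pupa and adult, and its log2 fold change in embryo was -1.22, which passed the threshold with the pairs as a block (adjusted p = 0.0053 from edgeR), with mouse RNA scaling and in the fit of embryo alone. Without the first pupa library, its log2 fold change in pupa was 6.41, and without the second adult library it was 5.18 in adult. Without the second library of embryo or larva, S1P had 0.07 in embryo and 0.54 in larva, and mt:srRNA had 6.98 in larva.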

Given the specificity of our capture strategy, we proceeded to set 2-fold enrichment of read counts as the cutoff, which led us to identify 1,611, 1,754, 3,224, and 2,752 NAD-capped RNA transcripts from *Drosophila* embryo, larva, pupa, and adult, respectively (Figure 3B; Table S2). 

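The order of the stages was compared across normalizations. With mouse RNA scaling, 1609 larval, 3077 pupal and 4160 adult genes were called NAD-RNAs, so that adult lay above pupa. With factors of unwanted variation estimated on mouse genes, as RUVs in the paper's methods, the counts were 1440 in embryo, 1599 in larva, 3039 in pupa and 2514 in adult. With each of the other alternatives, pupa lay above adult, and adult above embryo and larva. With RUVs on fly genes, embryo (1297) lay above larva (1189). Among the mouse genes counted in the same libraries, 685 were called in embryo, 487 in larva, 691 in pupa and 444 in adult, of 7557 tested.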

Notably, the number of NAD-RNAs progressively increased during development, peaking at the pupa stage and then slightly dropped in adult flies. Moreover, we also provided lists of NAD-RNAs with fold enrichment at and higher than 4, 6, and 8, respectively (Table S2).

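At a fold of at least 4, 657 genes were NAD-RNAs in embryo, 771 in larva, 1464 in pupa and 1347 in adult. For a fold of at least 6 the numbers were 398, 450, 828 and 786, and for at least 8 they were 290, 300, 534 and 513. The adjusted p had to be under 0.05 throughout. Folds of genes with few input counts depend on the prior count of the fit.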

We validated newly identified NAD-RNAs using a slightly modified CapZyme-Seq method.^13^ Briefly, total RNAs from adult flies were pre-treated with calf-intestinal alkaline phosphatase (CIAP) to eliminate phosphate groups from the 5′ end of non-capped RNAs, followed by the treatment of NudC pyrophosphatase that efficiently hydrolyzes NAD-capped RNA, generating a ligatible 5′ monophosphate on the RNAs. These RNAs were subject to adapter ligation, adapter-based cDNA synthesis, and PCR amplification (Figure S3A). Control studies demonstrated that NAD-RNA (500 nt) spike-ins, but not ppp-RNA (500 nt) and m^7^Gppp-RNA (500 nt), were selectively and significantly enriched (Figure S3B), suggesting the feasibility of this validation method. We subsequently examined the NAD capping for four *Drosophila* endogenous transcripts, S1P, mt:srRNA, TwdlL, and TwdlG, as identified by DO-seq (Figure S3B). By contrast, two genes that were not identified by DO-seq, RpL9 and CG11454, showed no enrichment (Figure S3B). Combined, this validation corroborated newly identified NAD-RNAs, supporting the notion that DO-seq allows robust and efficient identification of NAD-RNAs.

### Characterization of NAD-RNAs from *Drosophila*

We characterized newly identified NAD-RNAs from *Drosophila*. In flies, NAD-capping mostly occurred on protein-encoding genes, but also extended to pseudogenes and non-coding RNAs (ncRNA), including snoRNAs, antisense RNAs, and lncRNAs (Figure 3C). 

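The paper's list of embryo NAD-RNAs gives a gene type and a chromosome, and it holds 1611 genes, of which 1390 were called here. Across these genes the paper's log2 folds and those computed here had a Pearson r of 0.997; genes are not independent replicates. The genes called in both comprised 1346 protein-coding genes, 35 ncRNAs, 3 pseudogenes, 1 rRNA, 1 snoRNA and 1 tRNA, and for 3 genes no type or chromosome is listed. Of the paper's list, 120 genes had fewer than 10 read pairs over the 4 embryo libraries, and 31 of those were called here.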

Pupa appeared to contain the most abundant NAD capping on ncRNAs (Figure 3C), compared to flies at other stages. 

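For the embryo NAD-RNAs called both in the paper's list and here, the listed chromosome was 2L for 257 genes, 2R for 296, 3L for 288, 3R for 315, X for 211 and 4 for 13. The mitochondrial genome held 7. The other stages were not examined by chromosome.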

NAD-RNAs were shown to be derived from genes localized on all three autosomes, even *Drosophila* chromosome 4, and both X and Y chromosomes as well as the mitochondrial genome (Figure 3D). By dividing NAD-RNAs into 10 deciles based on enrichment, we observed that shorter genes tended to have increased modification of NAD (Figure 3E), consistent with previous findings in *Arabidopsis* and mouse.^11^^,^^14^ Furthermore, we observed a feature in the length of the untranslated regions (UTRs) of NAD-RNAs. At the embryonic stage, NAD-RNAs tended to have longer 5′ UTR and shorter 3' UTR compared to those only capped by m^7^G (Figure 4A). From larval to early adult, however, transcripts producing NAD cap appeared to have shorter 5′ UTR and 3' UTR than those not producing NAD cap (Figure 4A).

**Figure 4:**
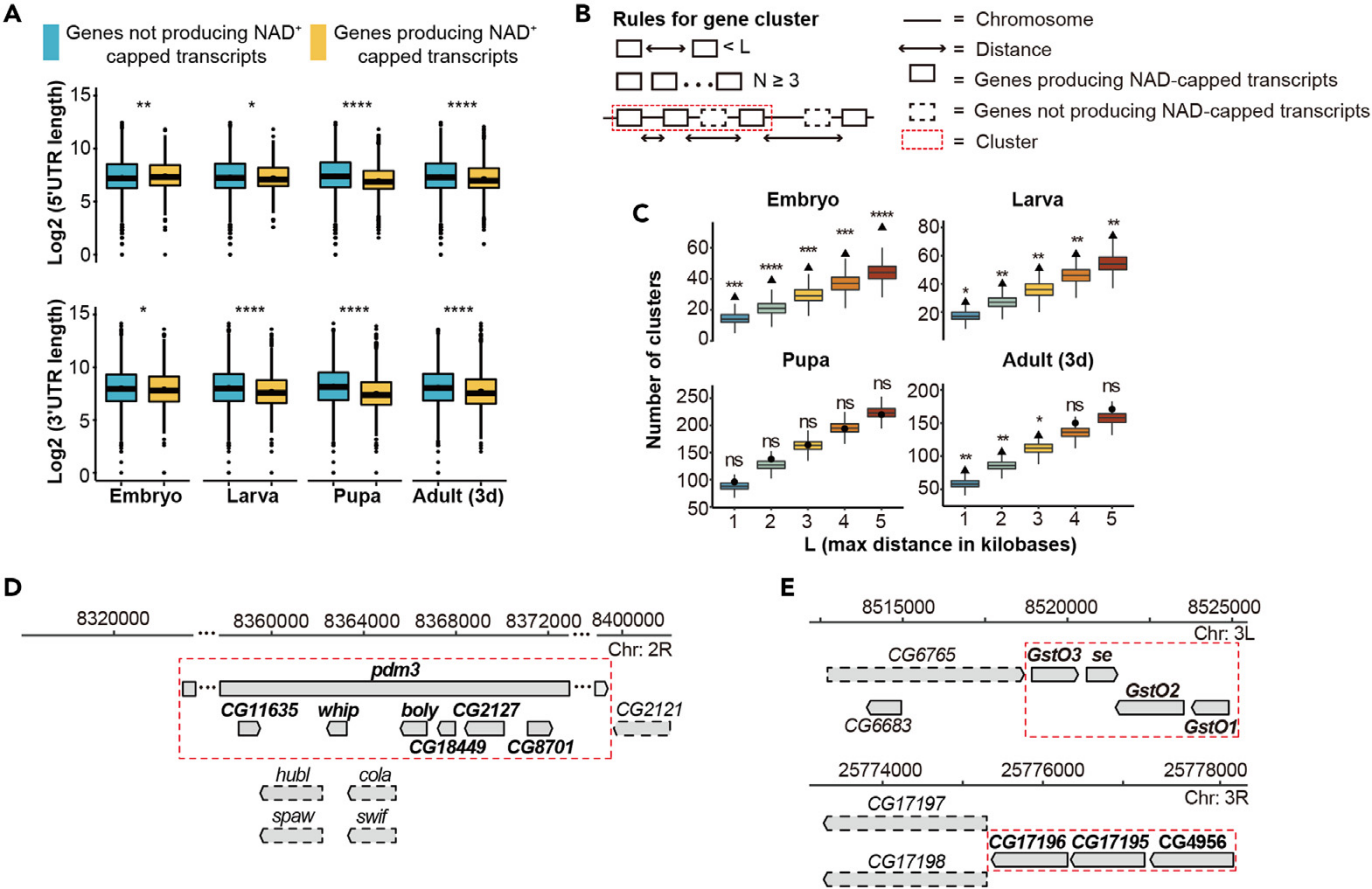
Structural features of genes producing NAD-RNAs (A) At the embryonic stage, NAD-RNAs tended to have longer 5′ UTR and shorter 3' UTR compared to those only capped by m^7^G. From larval to early adult, transcripts producing NAD cap appeared to have shorter 5′ UTR and 3' UTR than those not producing NAD cap. Boxplot showed the first quartile, median and third quartile, and whiskers represented 1.5x interquartile ranges. (Two-tailed Student’s *t* test: ∗∗∗∗p < 0.0001; ∗∗p < 0.01; ∗p < 0.05). (B) Schematic view of identification of physical clusters. A physical cluster is defined as a group of ***N*** (***N*** ≥ 3) genes producing NAD-capped transcripts where the distance between two adjacent genes was not over ***L*** kilobases. The distance was calculated as the difference between the stop position of the most 5′ gene and the start position of the most 3′ gene. (C) Significantly more gene clusters were found than expected by random during *Drosophila* development, except for the pupa stage (∗∗∗∗p < 0.0001; ∗∗∗p < 0.001; ∗∗p < 0.01; ∗p < 0.05; n.s., not significant). Different settings for ***L*** [1, 2, 3, 4, 5 kb] were tested. The null distributions, obtained from stimulations, are shown as a boxplot. The actual number of clusters found is marked with a filled dot (not significant) or triangle (significant), depending on the p-value assigned by the corresponding null distribution. A close-up of (D) the largest cluster and (E) two clusters of functionally-linked genes. The chromosomal region was indicated by position coordinates. Genes were indicated as a directional rectangle. Surrounding solid line: Genes producing NAD-capped transcripts; Surrounding dashed line: genes not producing NAD-capped transcripts. Clusters were indicated as rectangles surrounding red dashed lines.

### Coordinated NAD capping of physically linked genes

We studied whether NAD modification occurred in physically-linked genes. To address this, we analyzed gene clusters that co-expressed at the level of transcriptome and were also enriched by DO-seq reflective of NAD capping. A physical cluster was formed and iteratively expanded with the closest genes if the genomic distance was not over maximum distance ***L*** (Figure 4B). Different settings for ***L*** [1, 2, 3, 4, 5 kb] were tested. Remarkably, significantly more gene clusters were found than expected by random, except for the pupa stage (Figure 4C). 

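Gene coordinates of the fly were not used here, so the clusters were not computed again. The genes in the paper's clusters were looked up among the calls made here. Of 159 embryo genes in the paper's clusters, 141 (88.7%) were called NAD-RNAs in embryo. In larva 149 of 164 (90.9%), in pupa 532 of 580 (91.7%) and in adult 425 of 459 (92.6%) were called. At least 3 called genes were found in 37 embryo, 42 larval, 142 pupal and 109 adult clusters.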

At the setting of ***L*** = 3 kb, we obtained significant clustering with the most number and size, i.e., 47, 51, 164, and 131 clusters that contained NAD-capped genes at the embryo, larva, pupa, and adult flies, respectively (Table S3). 

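The gene pdm3 (FBgn0261588) had a log2 fold change of 1.18 in pupa (standard error 0.31, adjusted p = 0.0061 from edgeR) and of 1.60 in adult (standard error 0.37, adjusted p = 0.0024 from edgeR). With RUVs on fly genes it was 0.72 in pupa and 0.97 in adult (adjusted p = 0.0913 from edgeR) and was not called in either. CG2127 (FBgn0033286), listed by the paper in the same cluster, had log2 fold changes of 3.13 in pupa (standard error 0.36, adjusted p = 5.7e-06 from edgeR) and 2.90 in adult. Its pupal libraries held 1337 and 1323 counts in input and 10118 and 11365 in enrichment.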

The largest cluster was at the location of *pmd3* with six genes being co-expressed and NAD-capped (Figure 4D). Moreover, functionally similar genes were found to be not just physically clustered but also capped by NAD, e.g., Glutathione S-transferase family (*GstO1*, *GstO2*, *GstO3*, *se*) and palmitoyltransferases family (*CG17195*, *CG17196*, *CG4956*) (Figure 4E). 

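GstO3 (FBgn0035904) was called in every stage, with log2 fold changes of 4.76 in embryo (standard error 0.32, adjusted p = 5.9e-08 from edgeR), 3.77 in larva, 3.65 in pupa and 3.82 in adult. The gene se (FBgn0086348) was called only in adult, at 3.23 (standard error 0.47, adjusted p = 6.2e-05 from edgeR), with 21 and 15 counts in input and 183 and 180 in enrichment. In the other stages its libraries held at most 6 counts. It was also called in embryo when genes counted in more than 75% of the libraries were tested. In larva its log2 fold change was near 0, at -0.0050, and took either sign across the alternatives. Read pairs that align equally well to more than one of these related genes could have been lost from the counts. The other genes named here have no identifier in the tables used and were not looked up.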

Combined, our study indicates that chromosomal clustering might provide a structural basis by which co-expression can couple with NAD capping on functionally or physically linked genes.

### NAD capping of cuticle genes underlying adult transition

We aimed to reveal new features defined by NAD-RNA epitranscriptome. Pathway analysis revealed that mitochondrial translation and mitochondrial gene expression were cellular events enriched for NAD capping throughout *Drosophila* life cycle, from embryo to adulthood. Stage-specific biological processes such as ribonucleoprotein complex biogenesis, Golgi vesicle transport, body morphogenesis, and etc., were highlighted (Figure 5A). Moreover, 43 genes encoding transcription factor and 36 for co-factors were found to be capped by NAD (Figure S4; Table S4). These data indicate highly dynamic NAD-modified epitranscriptomes and their functional relevance during *Drosophila* development.

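Of the transcription factor genes that the paper lists in Table S4, 87 were called NAD-RNAs in embryo, 72 in larva, 103 in pupa and 114 in adult. In at least 1 stage 158 were called, and in all 4 stages 41. Of the paper's 43 factors found in all 4 stages, 40 were among them. Of the listed cofactors, 96 were called in at least 1 stage and 37 in all 4, which include 35 of the paper's 36. With RUVs on fly genes, 30 factors and 29 cofactors were called in all 4 stages.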

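At least 1 stage had 3915 fly genes called NAD-RNAs, of which 1394 were called in exactly 1 stage and 807 in all 4. A call in one stage and not in another is no test of a difference, so the interaction of stage and fraction was tested with edgeR's F test. For 420 genes the enrichment differed between stages at an adjusted p under 0.05, and 307 of them were NAD-RNAs in at least 1 stage. The alternative that moved this count most was mouse RNA scaling, with 2999 genes, and with the numbered pairs of input and enrichment as a block it was 2198. From its pathway analysis and the capped transcription factors and cofactors, the paper reads NAD capping as highly dynamic during development.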

**Figure 5:**
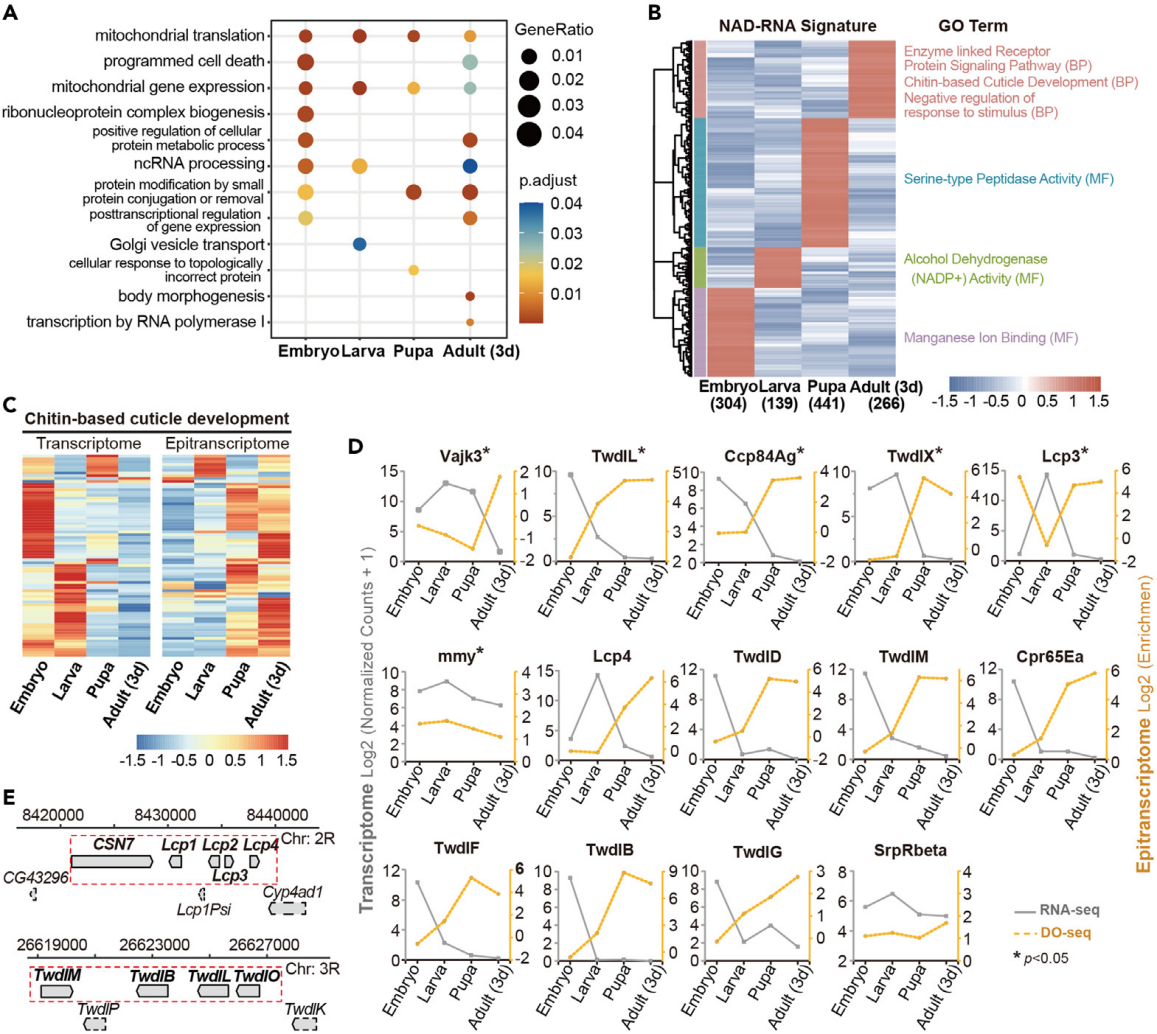
Functional relevance of highly dynamic NAD-modified epitranscriptomes in *Drosophila* (A) Pathway analysis revealed that mitochondrial translation and mitochondrial gene expression were cellular events enriched for NAD capping throughout *Drosophila* life cycle. Stage-specific biological processes were also illustrated. (B) Heatmap showing epitranscriptome signatures identified by using *Z* score >1.3. 304, 139, 441, and 266 NAD-RNAs were identified as epitranscriptome signatures with their distinguished expression for each stage. Pathway analysis noted that chitin-based cuticle development was highlighted as an NAD-RNA signature in the adult. (C) Heatmap showing a reciprocal correlation between transcriptome and epitranscriptome in 72 genes of chitin-based cuticle development. (D) Double yaxis graph illustrating the opposite trend in gene expression and NAD modification of a single gene during *Drosophila* development. Significances (Pearson correlation analysis, ∗p < 0.05) were reached for six genes, with five genes (*Vajk3*, *TwdlL*, *Ccp84Ag*, *TwdlX*, *Lcp3*) being negative correlations and only one (*mmy*) being positive relation. The left axis showed the normalized read counts in RNA-seq and the right axis marked the fold change of normalized read counts between enrichment and input. Data were shown in log2-transformed format. (E) A close-up of two clusters of genes related to chitin-based cuticle development. The chromosomal region was indicated by position coordinates. Genes were indicated as a directional rectangle. Surrounding solid line: Genes producing NAD-capped transcripts; Surrounding dashed line: genes not producing NAD-capped transcripts. Clusters were indicated as rectangles surrounding red dashed lines.

Using *Z* score >1.3, we further identified 304, 139, 441, and 266 NAD-RNAs as epitranscriptome signatures with their distinguished expression for each stage (Figure 5B). Similarly, transcriptome signatures were obtained from gene expression profiles (Figure S5A). 

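Each NAD-RNA called in at least 1 stage was given a z-score over its log2 fold changes in the 4 stages. A z-score above 1.3 marked 353 genes in embryo, 161 in larva, 320 in pupa and 299 in adult. When z-scores were taken on linear folds, 477, 293, 542 and 488 genes were marked. With a prior count of 2 in the fit, 211, 109, 374 and 313 genes were marked. DESeq2 gave 264, 136, 317 and 289, and requiring the call in the same stage 245, 129, 313 and 297. All 4 alternatives thus had the largest number in pupa.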

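The gene expression profiles come from RNA-seq of the same stages, with 3 libraries each and without capture. The authors aligned reads to the fly genome alone, and the deposited values are raw read-pair counts, from 4703713 to 6222630 per library. Of 12333 genes that passed edgeR's filter, 11669 differed between stages at an adjusted p under 0.01 (edgeR's quasi-likelihood F test over the 4 stages). A z-score of the mean log2 CPM above 1.3 then gave 465 signature genes in embryo, 1146 in larva, 458 in pupa and 1280 in adult. The alternative that moved this most was the z-score on linear CPM, with 1986 genes in pupa. Without the first pupa library, the pupa number was 752.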

Interestingly, pathway analysis noted that chitin-based cuticle development was highlighted as NAD-RNA signature in the adult (Figure 5B), whereas this pathway was enriched as transcriptome signature from embryo to pupa, except for adulthood. (Figure S5B). *Drosophila* genome is known to encode 201 genes of chitin-based cuticle development,^15^ with 72 of them being found to be capped by NAD. 

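Of the symbols that mark cuticle genes by family name, together with mmy and SrpRbeta, 16 could be paired with an identifier through the paper's tables. The list therefore rests on genes that the paper reports, and it covers only part of the genes of this process. In at least 1 stage 15 of these were called NAD-RNAs; Edg91 was not. Most members belong to families of related sequence, in which read pairs that align to several members could be lost or split.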

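For each of the 15 called cuticle genes, the mean over pupa and adult was compared with the mean over embryo and larva. Expression in log2 CPM was lower in pupa and adult for 14 of 15 genes, and log2 enrichment was higher for 11. The signs were opposite for 12 genes (80.0%), against 46.9% of 3605 other called genes. The list lay at percentile 99.6 of 10000 random lists of called genes matched on expression. Matched on the change in expression, it lay at percentile 77.5. Of 43 other called genes whose expression fell at least as much as that of the median cuticle gene, 41 (95.4%) had opposite signs. With folds set to their lower bounds where inputs held at most 3 counts, 11 of 14 cuticle genes (78.6%) had opposite signs. Leaving out each DO-seq library in turn gave 73.3% to 86.7%. Where both inputs had to hold at least 10 counts in at least 1 early and 1 late stage, 3 genes remained in the comparison, with 66.7% opposite.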

Stage-specific inspection revealed that their expression at the RNA level was relatively high at the embryo and larva stages when NAD capping was low, but later became downregulated at both pupa and adult when NAD capping was increased, thus displaying a reciprocal manner (Figure 5C). 

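A correlation over 4 stages rests on 4 points and was not computed. TwdlL (FBgn0039437) had 729 ± 78.9 CPM (SD, n = 3) in embryo RNA-seq, 5.98 ± 2.95 in larva, 0.344 ± 0.163 in pupa and 0.280 ± 0.245 in adult. Its log2 enrichment was 2.37 in embryo (standard error 0.57, adjusted p = 0.0063 from edgeR), 3.80 in larva and 4.63 in pupa (standard error 0.83, adjusted p = 3.2e-04 from edgeR). In adult it was at least 20.5-fold. Lcp3 (FBgn0002534) had 21909 ± 1885 CPM in larval RNA-seq and 1.18 ± 0.594 in embryo. In larva, where its input held 67419 and 63607 counts, its log2 enrichment was -0.82 (standard error 0.69, adjusted p = 0.42 from edgeR), and 0.32 with RUVs on fly genes. In embryo it had 2 counts in each input and 234 and 29 in enrichment. With inputs set to 3 counts it was 52.3-fold, but without the first embryo library its log2 enrichment was 3.94. Without the first library of larva or pupa, the log2 enrichment of TwdlL was 5.17 in larva and 3.47 in pupa. The larger enrichment folds of Lcp3 and TwdlL thus fell where input counts were low. For mmy (FBgn0259749), with at least 619 counts in every input, the log2 enrichment was 1.71 in embryo, 1.87 in larva (standard error 0.26, adjusted p = 6.5e-05 from edgeR), 1.46 in pupa and 1.18 in adult. With RUVs on fly genes it was 0.89 in adult, and with mouse RNA scaling 0.85 in embryo, under 2-fold. Its expression was highest in larva, at 525 ± 45.9 CPM, and lowest in adult, at 82.7 ± 3.59 CPM. The test of enrichment by stage gave an adjusted p of 0.014 for Lcp3, 0.307 for TwdlL and 0.522 for mmy (edgeR's F test). This test did not pair input and enrichment libraries. With the pairs as a block, 2198 genes differed by stage in place of 420, and no values of these genes are given for that fit. The larger p-values thus do not show equal enrichment across stages. TwdlL, TwdlF, TwdlB and TwdlY are among 24 genes abundant in embryo RNA-seq and at most 0.1% as abundant in pupa. Across these genes, pupal enrichment counts followed the embryo inputs (Pearson r = 0.978). Lcp2, Lcp3 and Lcp9 are among 27 such genes of larva, whose embryo enrichment counts followed the larval inputs (Pearson r = 0.942). Genes are not independent replicates. The other genes in Figure 5D have no identifier in the tables used.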

Significances (Pearson correlation analysis, p < 0.05) were reached for six genes, with five genes (*Vajk3*, *TwdlL*, *Ccp84Ag*, *TwdlX*, *Lcp3*) being negative correlation and only one (*mmy*) being positive relation (Figure 5D). Other genes in the same pathway, though not statistical significance, demonstrated opposite trends in gene expression and NAD modification (Figure 5D). Moreover, we found that coordinated NAD modification of physically-linked genes also extended into two gene clusters of chitin-based cuticle development, one from the CPR family (*Lcp1*, *Lcp2*, *Lcp3*, *Lcp4*), and another from the Tweedle family (*TwdlM*, *TwdlB*, *TwdlL*, *TwdlO*) (Figure 5E), providing evidence of evolutionary convergence that integrates chromosomal clustering of functionally linked genes and NAD capping.

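SrpRbeta (FBgn0011509), with at least 109 counts in every input, had log2 enrichment of 1.16 in embryo, 1.28 in larva, 1.02 in pupa and 1.75 in adult. The change by stage, tested without the pairs as a block, was not past the threshold (adjusted p = 0.607, edgeR's F test). With RUVs on fly genes the log2 enrichment was 0.93 in embryo and 0.80 in pupa, and with mouse RNA scaling 0.35 in embryo, all under 2-fold. Without the second embryo library it was 0.58 in embryo. Its expression was 95.0 ± 5.07 CPM (SD, n = 3) in larva and 30.5 ± 3.94 CPM in pupa. TwdlF (FBgn0037224) had 1243 ± 349 CPM in embryo RNA-seq and 0.474 ± 0.392 in pupa. Its log2 enrichment in embryo was -0.18. With inputs set to 3 counts, its enrichment was 13.7-fold in pupa and 6.63-fold in adult. Without the first pupa library its log2 enrichment in pupa was 2.80, and without the second adult library it was 1.42 in adult. From its heatmap of the capped cuticle genes (Figure 5C), the paper reasons that their expression and NAD capping run in a reciprocal manner.

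**Figure D2:**
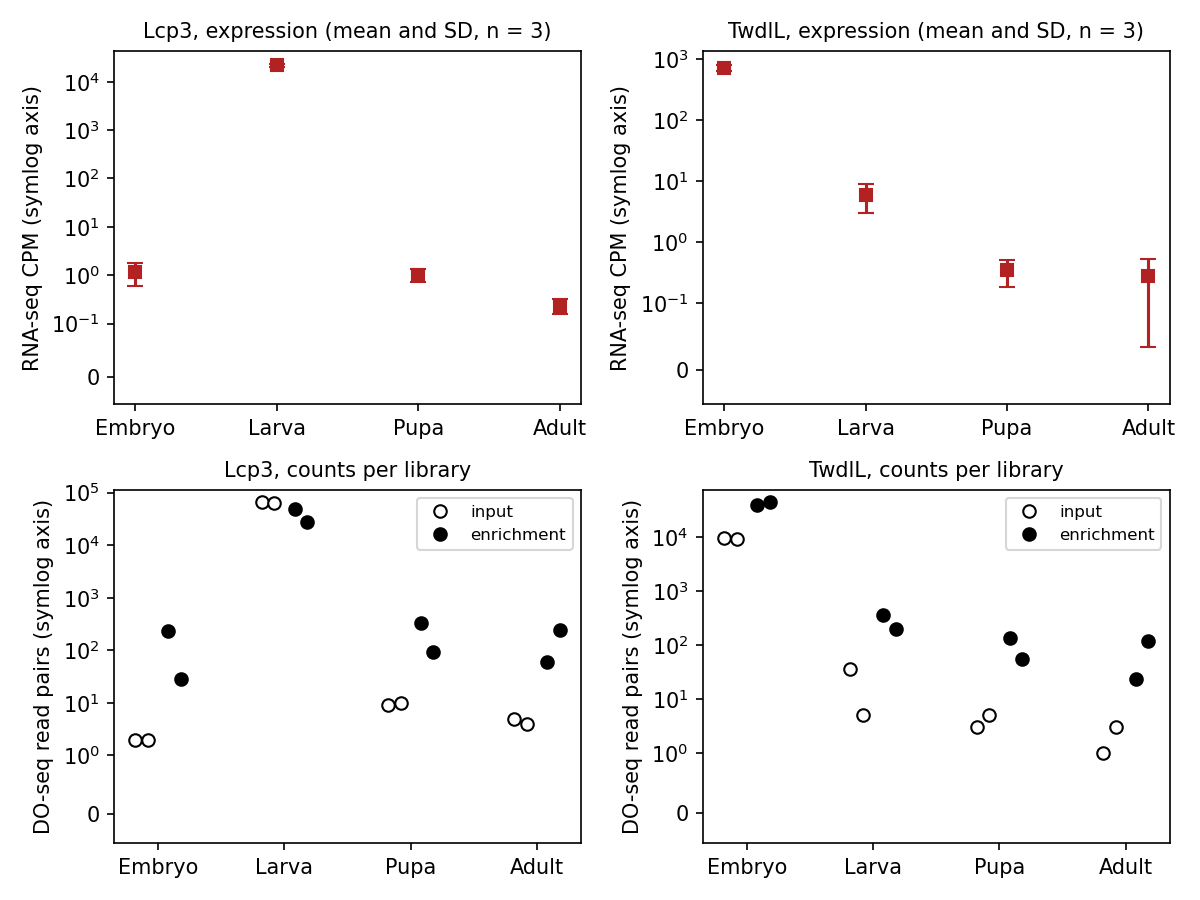
Expression of Lcp3 and TwdlL in RNA-seq (top, CPM on a symlog axis, mean and SD, n = 3 libraries) and DO-seq read pairs per library (bottom, symlog axis, open circles input and filled circles enrichment) at the 4 stages. Input counts of Lcp3 are 67419 and 63607 in larva and 2 in each embryo library, and the replicates of enrichment differ most where inputs are low, as with 234 and 29 in embryo.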

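Of the genes named in these clusters, Lcp2, Lcp3, TwdlB and TwdlL have an identifier in the tables used with the symbol. Lcp2 (FBgn0002533) had a log2 enrichment of 2.22 in embryo (standard error 0.72, adjusted p = 0.0371 from edgeR), 0.23 in larva and 3.26 in pupa (standard error 0.79, adjusted p = 0.0033 from edgeR). In adult it was 9.28-fold with inputs set to 3 counts. Its larval input held 16412 and 18124 counts, and its pupal input 5 in each library. TwdlB (FBgn0039436) had 5171 and 4725 input counts in embryo and a log2 enrichment of -0.20 there. In pupa and adult its inputs held 0 counts, which allows up to 3 counts, and enrichment was at least 18.4-fold in pupa and at least 12.1-fold in adult. Its enrichment counts were 85 and 16 in pupa and 12 and 72 in adult, with the higher count in the first library in pupa and in the second in adult. Without the first library of embryo or pupa, the log2 enrichment of Lcp2 was 1.22 in embryo and 1.97 in pupa, and without the second adult library it was 2.35 in adult. In embryo it was not called with mouse RNA scaling (adjusted p = 0.162 from edgeR) or total counts only (adjusted p = 0.0572 from edgeR).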

## Discussion

NAD is the hub metabolite and redox regent for cells, essential for a wide range of biological processes.^16^^,^^17^ The covalent bonding of NAD to RNA essentially connects metabolic regulation with gene expression, representing a critical but poorly-studied modification at the epitranscriptomic level. However, investigating biological insight of NAD-RNAs has been hindered by the profiling methods available. We recently devised the ONE-seq method, through a one-step chemo-enzymatic reaction by ADPRC and HEEB as a reactant to directly capture NAD-RNAs from total RNAs.^11^ To avoid m^7^G-contaminating signals, ONE-seq used 100 mM HEEB for the reaction followed by a NudC-based post-treatment to specifically harvest NAD-RNAs.^11^ In the present study, we design the DO-seq method by yDcpS-based pre-treatment to remove m^7^G cap prior to the ADPRC reaction, thereby allowing increased amount of HEEB reactant (200 mM) to further improve the capture sensitivity while ensuring specificity. Compared to ONE-seq, DO-seq is able to lower the detection limit to 1% of NAD-capped form for a particular transcript. Consequently, DO-seq significantly expands the horizon of NAD-RNA epitranscriptome, especially for lowly expressed transcripts as well as mitochondria-encoded genes. Since NAD modification was originally reported in the RNA species from prokaryotic organisms where m^7^G cap was absent^18^^,^^19^ and mitochondria are known to evolve from endosymbiotic bacteria, NAD capping that occurs in both mitochondria and host transcriptomes highlights the evolutionary consensus and further supports the notion that NAD-RNA defines a fundamental regulatory mechanism at the epitranscriptomic level.

Empowered by DO-seq, we are able to identify thousands of previously unexplored NAD-RNAs and their hidden features in the *Drosophila* life cycle, from embryo to adult. Consistent with the finding in *Arabidopsis* and mouse,^11^^,^^14^ NAD capping in *Drosophila* tends to occur on genes with shorter length. Furthermore, we note that fly transcripts producing NAD-RNAs are likely to have shorter 5′ and 3′ UTR than those only capped by m^7^G. UTRs serve pivotal roles in gene expression control via *cis*-regulatory elements as well as RNA secondary structures.^20^ Reduction in the length of UTRs could not only affect the number of *cis*-regulatory motifs but also diminish the accessibility of *trans* effectors, e.g., RNA binding proteins, miRNAs targeting sites, and etc.^21^ The tendency of NAD-capping on those genes with shorter UTRs might provide a compensatory mechanism to fine-tune gene expression at the 5′ end. More interestingly, we discover that chromosomal clustering can couple co-expression with NAD capping on physically linked genes. Unlike prokaryotic operons, however, genes in eukaryotic chromosomes are transcribed independently but are, in many cases, organized in physical clusters, i.e., their chromosomal locations are adjacent to each other, and the clustered genes are co-expressed.^4^^,^^22^ NAD, an adenine-containing metabolite, can be added to the 5′-end of RNA during transcription initiation by RNA Pol II. We propose that RNA Pol II, as a common writer, drives the expression and capping of physical clustered genes, and this process may be influenced by the NAD level. However, it remains enigmatic how RNA Pol II can distinguish gene length and chromosomal structure at the step of transcription initiation.

We reveal features of gene expression and NAD capping during *Drosophila* metamorphosis transition. As fly develops from one stage of its life cycle to the next, NAD-RNA epitranscriptomes exhibit signature changes, with stage-specific NAD-RNAs and their distinguished biological pathways being involved. Moreover, we note that many ncRNA genes, especially at the pupa stage, possess NAD-capped forms, though the nature of NAD capping on those transcripts remains unknown. Moreover, comparative analysis identifies that the genes of chitin-based cuticle development display an inverse correlation between RNA expression and NAD modifications (i.e., high NAD capping at the pupa and adult stages correlate with low gene expression, whereas those genes are abundantly expressed at both embryo and larva when NAD capping is low). Since it has been reported that NAD cap can trigger RNA decay in cells,^23^^,^^24^^,^^25^ this observation prompts the hypothesis that increased NAD capping for cuticle-related genes might assist in shutting down gene expression and consequently promote the cuticular transformation from early to late developmental stages as flies eclose. As such, NAD modification may represent a novel mechanism underlying chitin-based cuticle development in *Drosophila*.

Taken together, we propose DO-seq as a simple, specific, and highly sensitive method, when combined with enONE algorithm, enabling quantitative profiling of NAD-RNAs and their dynamics from complex biological processes. With DO-seq, we are able to reveal hidden features of NAD-RNA epitranscriptome in *Drosophila* life cycle, laying critical foundation for further research to elucidate the molecular function and biological insight of NAD-capped RNAs.

### Limitations of the study

The current DO-seq platform proposed by this study mainly focuses on NAD-capped polyadylated RNAs; future study may broaden the scope into non-polyadylated RNAs by using the total RNA-seq strategy. Our current study describes hidden features of NAD-capped epitranscriptomes during *Drosophila* metamorphosis transition, which lacks mechanistic insights.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

yDcps	New England Biolabs	M0463S
Glycoblue	Thermo	AM9516
RRI	Takara	2313A
TRizol	Takara	9109
CIAP	Thermo	18009–027
NudC Pyrophosphatase	New England Biolabs	M0607S

**Critical commercial assays**		

Fast RNA-seq Lib Prep Kit V2	Abclonal	RK20306
MEGAscript T7 Transcription Kit	Thermo Fisher Scientific	AM1334
ABScript II cDNA First-Strand Synthesis Kit	ABclonal	RK20400
ABScript III RT Master Mix for qPCR	ABclonal	RK20428
T4 RNA Ligase 1 (ssRNA Ligase)	New England Biolabs	M0204S

**Deposited data**		

Raw and analyzed data	This paper	GSE228505

**Experimental models: Organisms/strains**		

*D. melanogaster*: 5905	Bloomington Drosophila Stock Center	RRID:BDSC_5905
Mouse: C57BL/6J	Charles River Laboratories	MGI:3028467

**Oligonucleotides**		

List of primers and other oligonucleotides, see Table S5	This paper	N/A

**Software and algorithms**		

enONE (v0.1.0)	Li et al., 2023 (https://doi.org/10.1101/2023.03.23.534034)	https://doi.org/10.5281/zenodo.8315820

### Resource availability

#### Lead contact

Additional information and requests for resources and reagents used in this study should be directed to and will be fulfilled by the lead contact, Nan Liu, ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• All high-throughput RNA sequencing data as well as transcript quantifications have been deposited at the Gene Expression Omnibus (GEO) under accession number GSE228505.
• All original code has been deposited at Zenodo, https://doi.org/10.5281/zenodo.8328809. The datasets and the code are publicly available as of the date of publications.
• Other items: No other new unique reagent was generated. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participants details

Experiments were performed in C57BL/6 male mice aged 18-month and *D*. *melanogaster* (Bloomington stock 5905) with defined developmental phases. C57BL/6 mice were housed in an environmentally controlled room under a 12:12 h light/dark cycle at 23°C and were fed with commercial mouse chow food and water *ad libitum*. Flies were cultured in standard media at 25°C with 60% humidity in a light 12 h and dark 12 h cycle. All animal procedures have been reviewed and approved by the Institutional Animal Care and Use Committee at the Chinese Academy of Sciences and were in accordance with the Guide for the Care and Use of Laboratory Animals of the Chinese Academy of Sciences. All efforts were made to minimize the suffering of the animals.

### Method details

#### Mouse samples

To examine the efficacy of yDcpS-catalyzed clearance of m^7^G cap, livers were dissected from 18-month old male C57BL/6 mice. To assess the sensitivity of DO-seq, livers were dissected from 2-month old male C57BL/6 mice. Dissected livers were immediately frozen in liquid nitrogen.

#### *In vitro* transcription of pppA-RNA, NAD-RNA, and m^7^GpppA-RNA

To prepare m^7^GpppA-RNA of 38 nucleotides (nt), oligonucleotide without adenine was synthesized (Genewiz) and annealed to make double-stranded DNA template. (template sequence: 5′-GATCAC**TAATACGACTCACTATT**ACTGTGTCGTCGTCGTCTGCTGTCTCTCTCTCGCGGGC-3′; boldface letters denote the sequence of T7 class II promotor (ɸ2.5)) and (anti-sense: 5′-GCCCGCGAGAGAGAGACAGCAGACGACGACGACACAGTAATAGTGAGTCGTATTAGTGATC-3′). To prepare 45 nt NAD-RNA, oligonucleotide was synthesized (Genewiz) and annealed to make double-stranded DNA template. Primer extension was used to increase the length of the template to encode 45 nt RNA (template sequence: 5′-GATCAC**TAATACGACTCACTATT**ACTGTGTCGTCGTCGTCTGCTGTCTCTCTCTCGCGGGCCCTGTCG-3’; boldface letters denote the sequence of T7 class II promotor (ɸ2.5)) and (anti-sense: 5′- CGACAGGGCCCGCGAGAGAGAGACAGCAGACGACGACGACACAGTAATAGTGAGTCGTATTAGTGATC-3'). To prepare spike-in RNA of 106 nt, 88 nt oligonucleotide without adenine was synthesized (Genewiz) and annealed to make double-stranded DNA template. Primer extension was used to increase the length of the template to encode 106 nt RNA (template sequence: 5′-GATCAC**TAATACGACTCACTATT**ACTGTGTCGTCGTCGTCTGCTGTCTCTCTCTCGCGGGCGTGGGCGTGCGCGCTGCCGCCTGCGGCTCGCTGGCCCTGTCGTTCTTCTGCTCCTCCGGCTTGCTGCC-3'; boldface letters denote the sequence of T7 class II promotor (ɸ2.5)) and (anti-sense: 5′-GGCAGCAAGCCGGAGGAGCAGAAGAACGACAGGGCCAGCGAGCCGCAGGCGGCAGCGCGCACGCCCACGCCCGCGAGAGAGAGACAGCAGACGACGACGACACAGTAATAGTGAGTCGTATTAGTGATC-3'). To prepare spike-in NAD-RNA (500nt) and m^7^GpppA-RNA (500nt) with identical sequence, oligonucleotide without adenine was synthesized (Genewiz) and were subjected to polyadenylation for poly(A) tails elongation (template sequence: 5′-**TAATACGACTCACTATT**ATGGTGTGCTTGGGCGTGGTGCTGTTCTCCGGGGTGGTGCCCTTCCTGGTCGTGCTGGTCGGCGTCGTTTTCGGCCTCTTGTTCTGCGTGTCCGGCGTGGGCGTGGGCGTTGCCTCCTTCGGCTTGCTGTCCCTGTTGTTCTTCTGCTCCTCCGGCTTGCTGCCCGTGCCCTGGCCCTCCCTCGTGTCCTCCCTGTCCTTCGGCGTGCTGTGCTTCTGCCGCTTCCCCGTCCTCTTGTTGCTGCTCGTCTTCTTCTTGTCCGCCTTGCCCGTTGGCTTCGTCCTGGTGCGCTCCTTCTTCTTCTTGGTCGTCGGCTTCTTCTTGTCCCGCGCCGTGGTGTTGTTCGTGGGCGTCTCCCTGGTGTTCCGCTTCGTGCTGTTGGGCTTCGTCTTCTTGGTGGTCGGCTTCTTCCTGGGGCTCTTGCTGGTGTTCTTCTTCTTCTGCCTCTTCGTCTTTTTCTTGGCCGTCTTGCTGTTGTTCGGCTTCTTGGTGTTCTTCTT-3'; boldface letters denote the sequence of T7 class II promotor (ɸ2.5)) and (antisense: 5′-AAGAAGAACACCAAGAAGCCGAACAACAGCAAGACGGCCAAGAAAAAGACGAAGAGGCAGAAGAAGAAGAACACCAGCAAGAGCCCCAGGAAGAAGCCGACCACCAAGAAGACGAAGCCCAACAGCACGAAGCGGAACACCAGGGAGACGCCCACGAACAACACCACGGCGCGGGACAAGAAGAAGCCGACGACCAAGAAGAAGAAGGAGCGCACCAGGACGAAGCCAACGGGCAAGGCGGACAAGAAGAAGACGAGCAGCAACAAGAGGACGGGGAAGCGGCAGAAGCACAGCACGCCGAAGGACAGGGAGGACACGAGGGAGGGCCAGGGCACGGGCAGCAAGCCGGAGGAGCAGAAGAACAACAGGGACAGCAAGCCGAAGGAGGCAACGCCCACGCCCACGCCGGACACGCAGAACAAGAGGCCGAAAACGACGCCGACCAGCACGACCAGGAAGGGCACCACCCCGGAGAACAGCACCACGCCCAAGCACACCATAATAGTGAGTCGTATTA-3′).

For annealing oligonucleotides, 10 μM template oligo DNA were combined in 50 μL of 1× Cut Smart buffer (New England Biolabs, catalog: B7204S) and annealed by heating to 95°C for 5 min. The annealing reaction was by cooling down to 4 °C at a ramp rate of 0.1°C/s in a thermocycler (Eppendorf, Germany).

For *in vitro* transcription,10 μM of double-stranded DNA (dsDNA) template in 100 μL 1×transcription buffer (Thermo Fisher Scientific, catalog: AM1334), along with 1 mM of each of GTP, CTP and UTP, with 1mM ATP (for pppA-RNA), 4 mM NAD (for NAD-RNA) or 4 mM m^7^GpppA (New England Biolabs, catalog: S1406S) (for m^7^G-RNA), 10 μL of T7 RNA polymerase (Thermo Fisher Scientific, catalog: AM1334), 5% DMSO, 5 mM DTT and 40 U RNase Inhibitor (Takara Bio, catalog: 2313B) were added and the transcription mixture was incubated at 37°C for 4 h. The reaction was incubated with 10 U DNase I (Thermo Fisher Scientific, catalog: AM1334) at 37°C for 30 min to remove the DNA template. RNA was then purified using RNAiso Plus (Takara Bio, catalog: 9108) and precipitated by isopropanol with 0.3 M sodium acetate (Thermo Fisher Scientific, catalog: AM9740) at −80°C overnight. The RNA pellet was washed twice with 75% ethanol, air-dried, redissolved in DEPC-treated H2O, and stored at −80°C.

#### yDcpS treatment of NAD-RNA (45 nt) and m^7^GpppA-RNA (38 nt)

300 ng of 45 nt NAD-RNA and 300 ng of 38 nt m^7^GpppA-RNA were mixed together and incubated with 4 U yDcpS (New England Biolabs, catalog: M0463S) in 50 μL of yDcpS reaction buffer (10 mM Bis-Tris-HCl, 1 mM EDTA) at 37°C for 30 min. The product was purified with RNAiso Plus (Takara Bio, catalog: 9108) and analyzed by an 8% polyacrylamide TBE-Urea gel. Gel was stained by SYBR Gold (Invitrogen, catalog: S11494) and fluorescence was detected by Fusion Solo S imaging system (Vilber).

#### HEEB reaction with 106 nt spike-in RNAs

600 ng of NAD-RNA (106 nt), pppA-RNA (106 nt) and m^7^GpppA-RNA (106 nt) were separately incubated with 200 mM HEEB (1 M stock in DMSO) and ADPRC (25 μg/mL) at 37°C for 1 h. The products were separated into two aliquots. One aliquot was continued to incubate at 25°C for 30 min with 6 μL streptavidin magnetic beads (MedChemExpress, catalog: HY-K0208), which were pre-blocked with 100 μg/mL acetylated bovine serum albumin in 100 μL of 1×immobilization buffer (1 M NaCl, 10 mM Na-Hepes (pH 7.0), and 5 mM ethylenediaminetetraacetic acid). 20 μL RNA loading buffer was used to boil the RNAs off the beads. Two aliquots were denatured at 94°C for 2 min and further analyzed by 8% polyacrylamide TBE-Urea gel. Gel was stained by SYBR Gold (Invitrogen, catalog: S11494) and imaged by Fusion Solo S imaging system (Vilber).

#### DO-seq: yDcpS-catalyzed pre-treatment

Total RNAs from mouse liver tissues and *Drosophila* samples were isolated in accordance with the manufacturer’s instruction (Takara Bio, catalog: 9108). The mixture of total RNAs and spike-in RNAs was incubated with 4 U yDcpS (New England Biolabs, catalog: M0463S) and 20 U RNase Inhibitor (Takara Bio, catalog: 2313B) in 50 μL of yDcpS reaction buffer (10 mM Bis-Tris-HCl, 1 mM EDTA) at 37°C for 50 min 350 μL RNAiso Plus (Takara Bio, catalog: 9108) was added to stop the reaction. After thoroughly mixing with 80 μL chloroform, samples were centrifuged for 15 min at 12,000 × g at 4°C. The upper aqueous phase containing RNAs was kept. 1 volume of isopropanol and 0.1 volume of 3 M pH 5.5 sodium acetate (Thermo Fisher Scientific, catalog: AM9740) were added to precipitate RNAs. RNA pellets were washed twice with 75% ethanol, air-dried and re-dissolved in 50 μL of DEPC-treated H_2_O.

#### DO-seq: ADPRC-catalyzed HEEB reaction

After yDcpS-catalyzed pretreatment, samples were incubated with 200 mM HEEB (1 M stock in DMSO), 25 μg/mL ADPRC and 40 U RNase Inhibitor (Takara Bio, catalog: 2313B) in 100 μL of ADPRC reaction buffer (50 mM Na-HEPES pH 7.0, 5 mM MgCl_2_) at 37°C for 1 h. 100 μL of DEPC-treated H2O was then added and acid phenol/ether extraction was performed to stop the reaction.^8^ Similarly, 1 volume of isopropanol and 0.1 volume of 3 M pH 5.5 sodium acetate (Thermo Fisher Scientific, catalog: AM9740) were added to precipitate RNAs from the aqueous phase. RNA pellets were washed twice with 75% ethanol, air-dried and re-dissolved in 54 μL of DEPC-treated H_2_O. 4 μL of biotinylated RNAs were kept as input and the left RNAs proceeded to an enrichment procedure.

#### DO-seq: Enrichment of biotinylated NAD-RNA

After HEEB reaction, RNAs were incubated at 25°C for 30min with 6 μL streptavidin magnetic beads (MedChemExpress, catalog: HY-K0208), which were pre-blocked with 100 μg/mL acetylated bovine serum albumin in 100 μL of immobilization buffer containing NaCl (1 M), Na-Hepes (10 mM, pH 7.0), and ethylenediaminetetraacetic acid (5 mM). Beads were then washed five times with streptavidin wash buffer containing urea (8 mM) and Tris-HCl (50 mM, pH 7.4), and once with DEPC-treated H2O. Biotinylated RNAs were finally eluted by incubating the beads with 20 μL of 10 mM biotin solution at 94°C for 8 min. Beads were washed once with 30 μL DEPC-treated H2O which is then combined with 20 μL the biotin elution. 50 μL biotin-eluted RNAs were subjected to library construction.

#### DO-seq: polyA-selected RNA sequencing

Input (see above) and biotin-eluted RNAs were used for NGS library construction, in accordance with the manufacturer’s instructions (Fast RNA-seq Lib Prep Kit V2, Abclonal, catalog: RK20306). Library quality was assessed by Bioanalyzer 2100 (Agilent, United States), and quantification was performed by qRT-PCR with a reference to a standard library. Libraries were pooled together in equimolar amounts to a final 2 nM concentration and denatured with 0.1 M NaOH (Sigma, catalog: 72068). Libraries were sequenced on the Illumina NovaSeq 6000 system (paired-end; 150 bp).

#### qRT-PCR for 106 nt spike-in RNA

Total RNAs (50 μg) were mixed with 50 ng spike-in RNAs (106 nt) for each sample. First, samples were incubated with or without 4 U yDcpS (New England Biolabs, catalog: M0463S) in 50 μL of yDcpS reaction buffer (10 mM Bis-Tris-HCl, 1 mM EDTA) at 37°C for 30 min, followed by RNA purification by RNAiso Plus (Takara Bio, catalog: 9108). Second, samples were incubated with HEEB (200 mM for NAD-RNA and pppA-RNA, 400 mM for m^7^GpppA-RNA) with or without ADPRC (25 μg/mL) in 100 μL of ADPRC reaction buffer (50 mM Na-HEPES pH 7.0, 5mM MgCl2) at 37°C for 1 h, followed by acid phenol/ether extraction. Next, samples were incubated at 25°C for 30min with 6 μL pre-blocked streptavidin magnetic beads (MedChemExpress, catalog: HY-K0208) and then washed five times with streptavidin wash buffer (8 mM urea, 50 mM Tris-HCl pH 7.4), and once with DEPC-treated H2O. Biotinylated RNAs were finally eluted by incubating the beads with 20 μL of 10 mM biotin solution at 94°C for 8 min. Biotin-eluted RNAs from three biological replicates were used for qRT-PCR. Reverse transcription was performed with gene specific primers using SuperScript III SuperMix (Vazyme, catalog: R323-01). qPCR was performed using SYBR Green master mix (Vazyme, catalog: Q111-02) to detect NAD-RNA, ppp-RNA or m^7^GpppA-RNA from three biological replicates using specific primers. Significance was assessed by Student’s *t* test. NAD-RNA (106 nt)/m^7^GpppA-RNA (106 nt): Forward primer: 5′-ACTGTGTCGTCGTCGTCTGC-3′, Reverse primer: 5′-GGCAGCAAGCCGGAGGAGCA-3'; pppA-RNA (106 nt): Forward primer: 5′-GGATACCGGGAAAACGCTGG-3′, Reverse primer: 5′-GTTGGTCGCTTCCGGATTG-3').

#### DO-seq with polyadenylated 500 nt spike-in RNA

Total RNAs (100 μg) were mixed with 1 ng of 3′-end polyadenylated spike-in RNA (500 nt) that had 0% NAD-RNA/100% m^7^GpppA-RNA, 1% NAD-RNA/99% m^7^GpppA-RNA or 5% NAD-RNA/95% m^7^GpppA-RNA, respectively. The mixtures were incubated with 200 mM HEEB (1 M stock in DMSO) with ADPRC (25 μg/mL) in 100 μL of ADPRC reaction buffer (50 mM Na-HEPES pH 7.0, 5 mM MgCl2) at 37°C for 1 h, following yDcpS-catalyzed pre-treatment. Input (see above) and biotin-eluted RNAs from three biological replicates of livers from 2-month old C57BL/6 mice were subjected to polyA-selected RNA sequencing as mentioned above.

#### Collection of *drosophila* samples

To get fly samples with defined developmental phases, 3-7days old male and virgin flies were crossed overnight for adaptation before collection. For late-stage embryos (AEL 14-16h) collection, adults were first allowed to do a 2h prelay with apple juice plates supplemented with yeast paste to remove old embryos.^26^ Then flies were set for 2 h of egg laying on fresh plates. Plates were collected and aged for 14h. Subsequently, embryos were harvested from the plates, dechorionated in 50% bleach solution for 2 min, and washed once in 1X Phosphate Buffered Saline supplemented with 0.1% Tween 20 (PBT) and twice in deionized water.^27^ For well-staged larva and pupa collection, mated adults were transferred to new, fresh vials every 4 h. Vials were collected and aged for 96h and 7days separately. To obtain larva from vials, 1.5 M NaCl was added to let the larva float to the top. Pupa were carefully picked up by a forcep. Both larva and pupa were washed by 1X PBS twice. For 3days old adults collection, new-born flies were collected after ecolsion and separated as males and virgin females into new vials, followed by 72 h of aging. Mixed 3days sample consisted of equivalent amounts of male and virgin flies. All the samples were frozen in liquid nitrogen and stored at −80°C.

#### Identification of physical clusters of genes on the chromosomes

The method was modified from the previous research.^28^ We defined a physical cluster as a group of ***N*** (***N*** ≥ 3) genes producing NAD^+^ capped transcripts where the distance between two adjacent genes was not over ***L*** kilobases. The distance was calculated as the difference between the stop position of the most 5′ gene and the start position of the most 3′ gene. A cluster was formed or expanded disregarding the orientation of the genes or the existence of genes not producing NAD capped transcripts. To interrogate whether the number of physical clusters identified from ***n*** genes with the given ***L*** is more than what we expect to see randomly, the number of clusters found in the true dataset, **C**_**true**_ was compared with the null distribution **C**_**random**_. To get the null distribution, **C**_**random**_, we repeated the process of cluster identification on ***n*** randomly chosen genes with the same chromosomal distribution and ***L*** setting for 10000 times. The p-value of the true datasets was the number of **C**_**random**_ ≥ **C**_**true**_ divided by 10000. If **C**_**true**_ > **C**_**random**_ for all times, the p-value was less than 0.0001.

#### Validation of NAD-capped RNA by a modified CapZyme-Seq method

Total RNAs were extracted from four biological replicates from 3days *Drosophila* samples as described above. For each replicate, total RNAs (20 μg) were mixed with polyadenylated spike-in RNAs (1 ng NAD-RNA 500nt, 1 ng m^7^Gppp-RNA 500nt, and 1 ng of ppp-RNA 500nt). RNAs were incubated with 20 U CIAP (Thermo Fisher Scientific, catalog: 18009019) in the presence of 40 U RNaseOUT at 37°C for 1 h to remove 5′-terminal phosphate from non-capped RNAs. After purification with RNAiso Plus (Takara Bio, catalog: 9108), CIAP-treated RNAs were incubated with 250 nM NudC (New England Biolabs, catalog: M0607S) in 40 μL of NudC reaction buffer (100 mM NaCl, 50 mM Tris–HCl pH 7.9, 10 mM MgCl2, 100 μg/mL Recombinant Albumin, 40 U RNaseOUT) at 37°C for 30 min. This step aims to hydrolyze the cap from NAD-RNA resulting in ligatible monophosphate at the 5′ end. Products were purified with RNAiso Plus (Takara Bio, catalog: 9108) and further ligated with 100 μM 5′ adaptor oligo listed in Table S5, in the presence of 15 U T4 RNA ligase 1 (New England Biolabs, catalog: M0202), 15% of PEG8000, 1 mM ATP and 40 U RNaseOUT in 40 μL of 1× T4 RNA ligase buffer at 16°C for 16 h. RNAs were purified and re-dissolved in 20 μL of DEPC-treated H_2_O. Reverse transcription was performed with designed primer listed in Table S5, by ABScript II cDNA First-Strand Synthesis Kit (ABclonal, catalog: RK20400). 10 μL of products was diluted to 200 μL and served as input. Meanwhile, 5 μL of reversely transcribed products were further amplified by PCR using adaptor-specific primers listed in Table S5. The PCR program operated with an initial denaturation step of 3 min at 95°C, amplification for 14 cycles (denaturation for 15 s at 95°C, annealing for 15 s at 60°C and extension for 6 min at 72°C), and a final extension for 5 min at 72°C. While ppp-RNA (500 nt) was served as the baseline, NAD-RNA (500 nt) was used as a positive control, and m^7^G-RNA (500 nt) was used as a negative control. Primers were listed in Table S5. To calculate the enrichment from qRT-PCR data, the Ct value of the target gene was first normalized to the Ct of the ppp-RNA (baseline). Next, the normalized PCR+ fraction value (ΔCt of the target gene normalized to the ppp-RNA) was normalized to the background (ΔCt calculation for the gene in the input), to yield the ΔΔCt value. The linear conversion of this ΔΔCt resulted in the fold enrichment. Significance was assessed by Student’s *t* test.

### Quantification and statistical analysis

DO-seq sequencing reads were trimmed for adapter sequence by Trim Galore (v0.6.6)^29^ and remapped to *Drosophila melanogaster* genome r6.36 and *Mus musculus* genome GRCm39 simultaneously using STAR (2.7.6a)^30^ aligner. The read counts for each gene were calculated by featureCounts (v2.0.1)^31^ with parameters “-p -B -C”. mRNA-seq sequencing reads were processed through the same procedures except that trimmed reads were only mapped to drosophila reference genome r6.36. Sequencing saturation was assessed by statistical analysis of gene number with over 10 read counts after random subsampling of the library. Counts normalization and NAD-RNAs identification were done by R package enONE.^12^ DESeq_RUVs_k2 was selected as the final normalization method. Gene annotation information including gene biotype, chromosomal location, start/stop coordinate and 5’/3′ UTR were fetched via R package biomaRT (v2.48.3).^32^ 5′ and 3′ UTR length for each gene was defined as the longest one. GO analysis was performed using clusterProfiler package (v4.5.2.001).^33^ Pie chart, barplot, boxplot and scatterplot were created via R package ggpubr (v0.4.0)^34^ and ggplot2 (v3.3.6).^35^ Venn diagram and upset plot were generated by R package eulerr (v6.1.1)^36^ and UpSetR (v1.4.0)^37^ respectively. *Z* score transformation and Pearson correlation analysis were calculated by using the bulit-in functions in R. Double y axis figures were produced by GraphPad Prism (v8.3.0). Heatmaps were plotted by R package pheatmap.^38^ Examples of physical gene clusters were drawn by R package gggenes (v0.4.1)^39^ and ggplot2 (v3.3.6).^35^ Statistical analyses were performed using either a two-tailed t-test or one-way ANOVA. Specific statistical tests used, significance, number of animals used and other details were indicated in individual figure legends.

# Supplementary material for: Hidden features of NAD-RNA epitranscriptome in Drosophila life cycle
**Source:** iScience. 2023 Dec 2;27(1):108618. doi: 10.1016/j.isci.2023.108618
**Supplement:** Document S1. Figures S1–S — 5

## **Supplemental information**

### **Hidden features of NAD-RNA**

#### **epitranscriptome in *Drosophila* life cycle**

**Shuwen Ge, Xueting Wang, Yingqin Wang, Minghui Dong, Dean Li, Kongyan Niu, Tongyao Wang, Rui Liu, Chao Zhao, Nan Liu, and Ming Zhong**

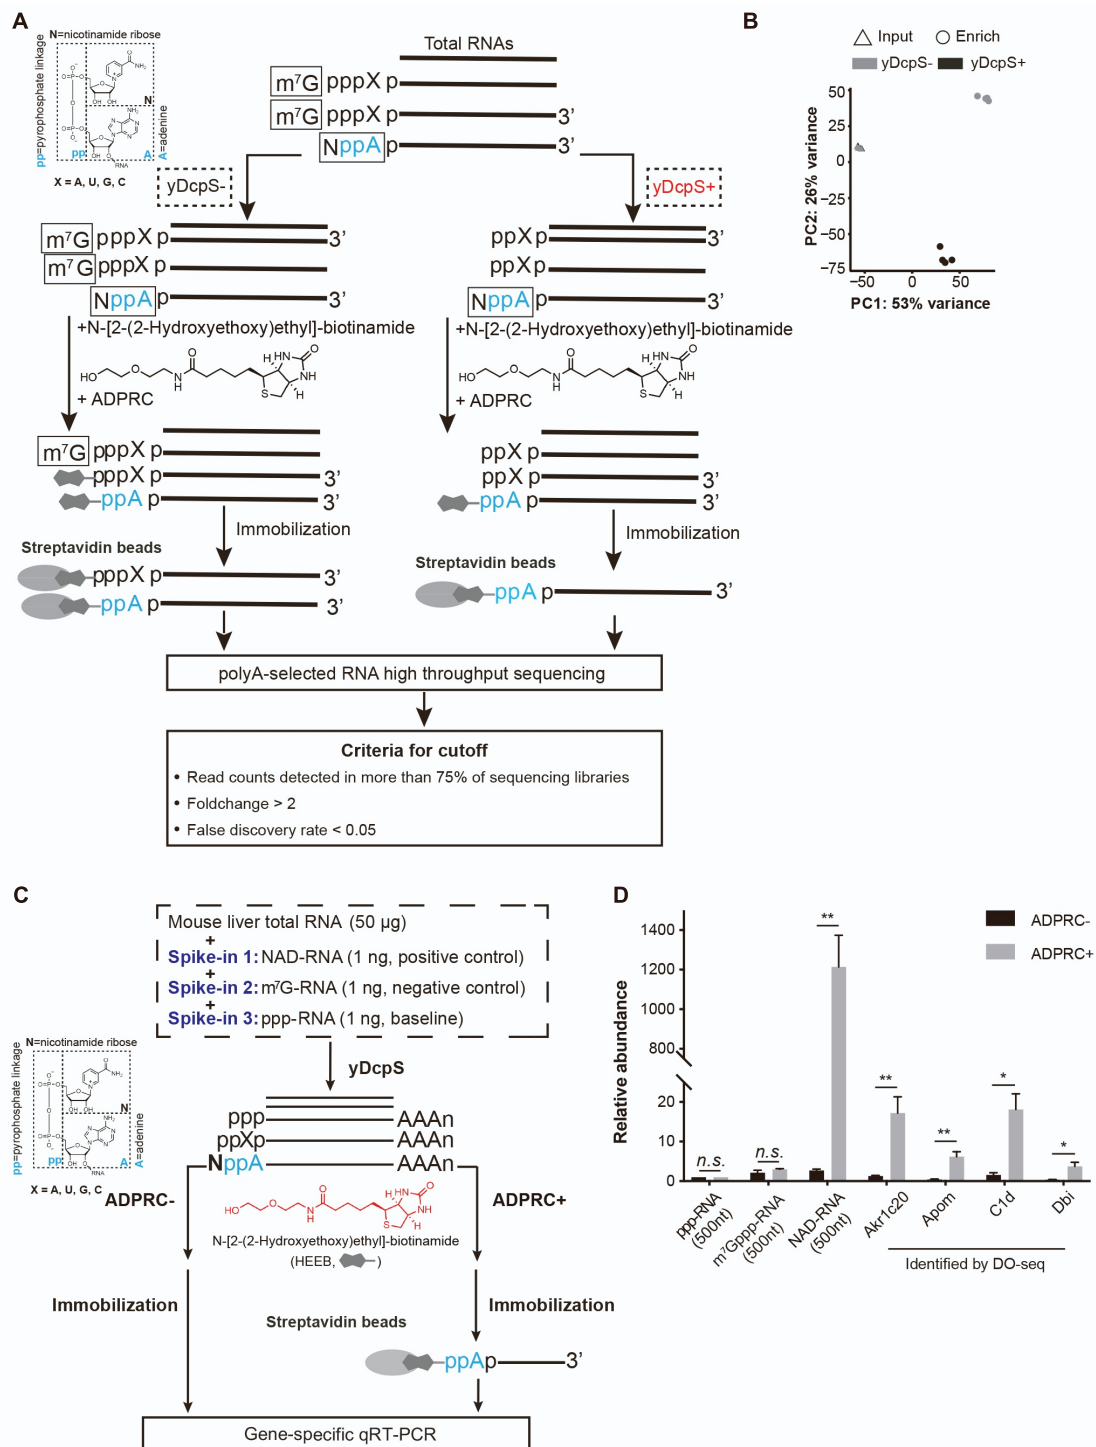

**Figure S1. Assessment of DO-seq, related to Figure 1**

(A) The overview to test noise-canceling effect of yDcpS. Total RNAs, either mock-treated or yDcpS-treated, were subjected to HEEB reaction, followed by enrichment via streptavidin beads. (B) Principal component analysis indicating the high quality and reproducibility of the sequencing data. (C) The workflow for assessing the specificity of capture procedures using qRT-PCR. (D) Assessment of gene-specific NAD-capping by qRT-PCR with or without ADPRC. Specific genes such as Akrlc20, Apom, C1d and Dbi, identified as NAD-RNAs, were examined. (Two-tailed Student's t test:  $**P < 0.01$ ,  $*P < 0.05$ ; *n.s.*, not significant).

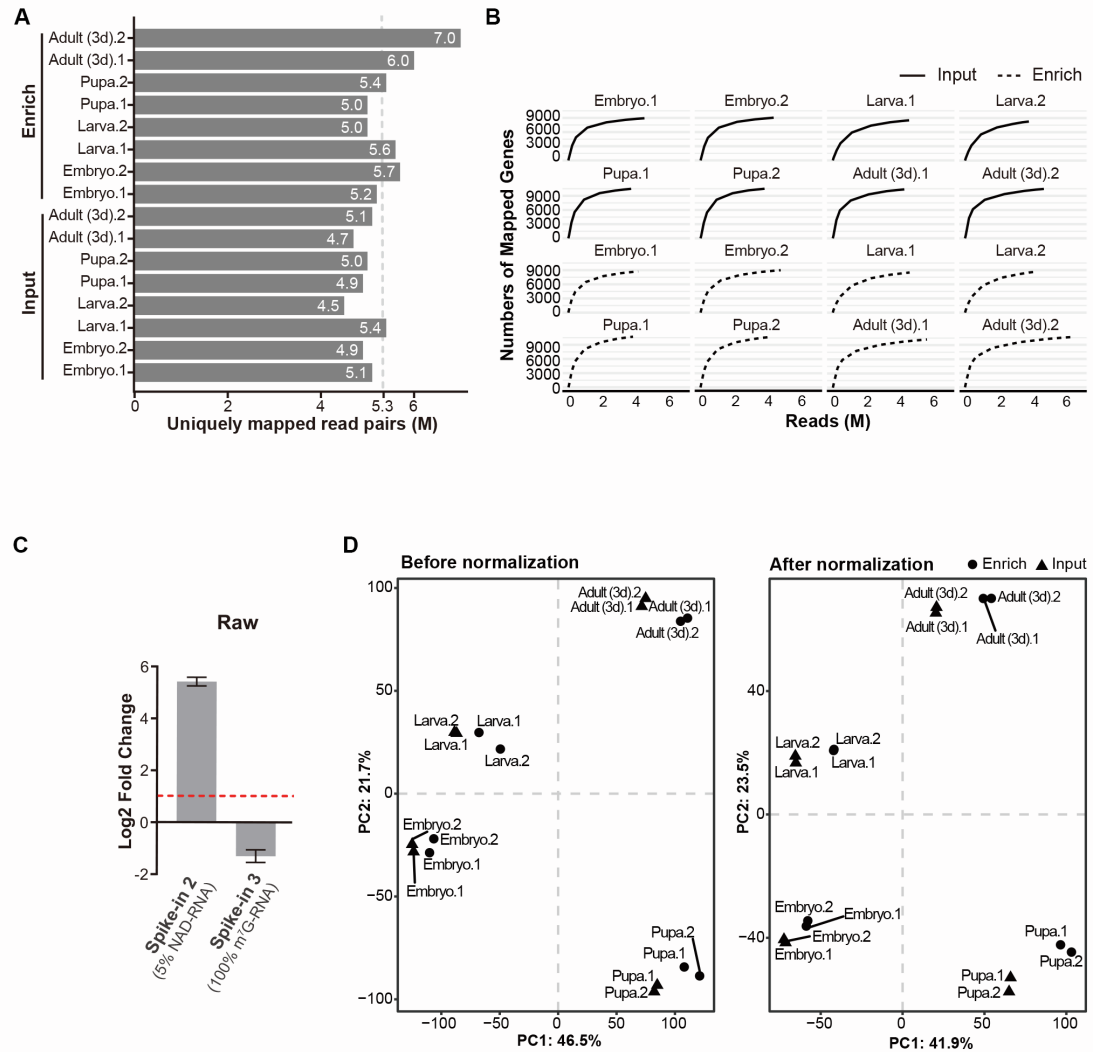

**Figure S2. Quality control and normalization of sequencing data, related to Figure 3**

(A) Analysis of sequences alignment from fly samples. (B) Analysis of sequencing saturation. RNA samples as in (A). (C) Enrichment level of spike-ins. Spike-in 2, which contained 5% NAD-capped forms, was significantly enriched, whereas no enrichment was found for spike-in 3 made up with 100% m<sup>7</sup>G-RNA. The cutoff (log2 Fold Change = 1) was indicated as red dashed line. Data were shown in mean  $\pm$  s.e.m. (D) PCA illustrating high reproducibility of experiments upon enONE normalization.

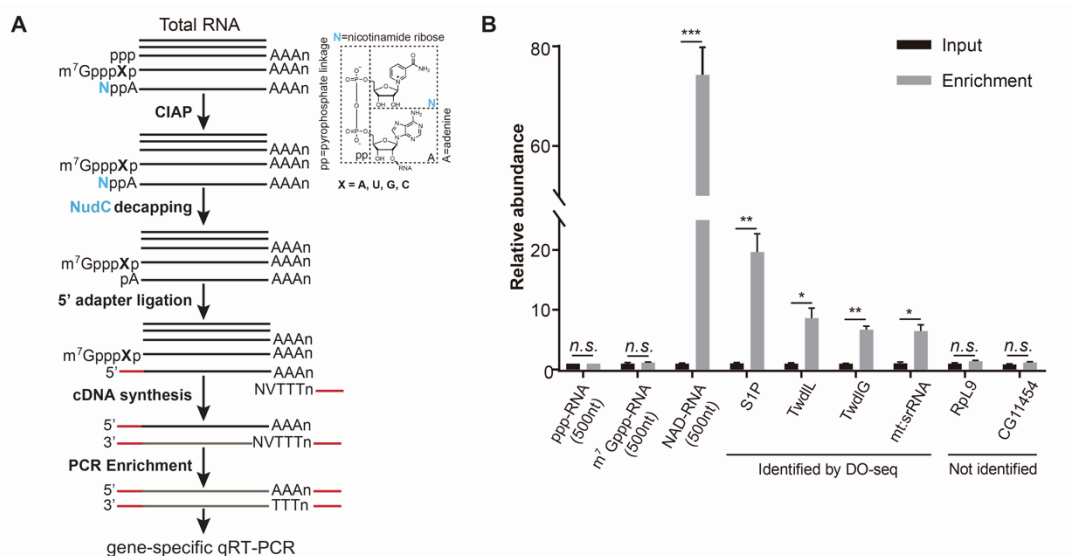

**Figure S3. Validation of NAD-RNAs by modified CapZyme-Seq, related to Table S5**

(A) The workflow of the validation strategy. (B) Assessment of gene-specific NAD-capping by qRT-PCR. S1P, TwdlL, TwdlG, and mt:srRNA identified by DO-seq as well as Rpl9 and CG11454 not identified by DO-seq were examined. Data were shown in mean  $\pm$  s.e.m. (Two-tailed Student's *t* test: \*\*\* $P < 0.001$ , \*\* $P < 0.01$ , \* $P < 0.05$ ; n.s., not significant).

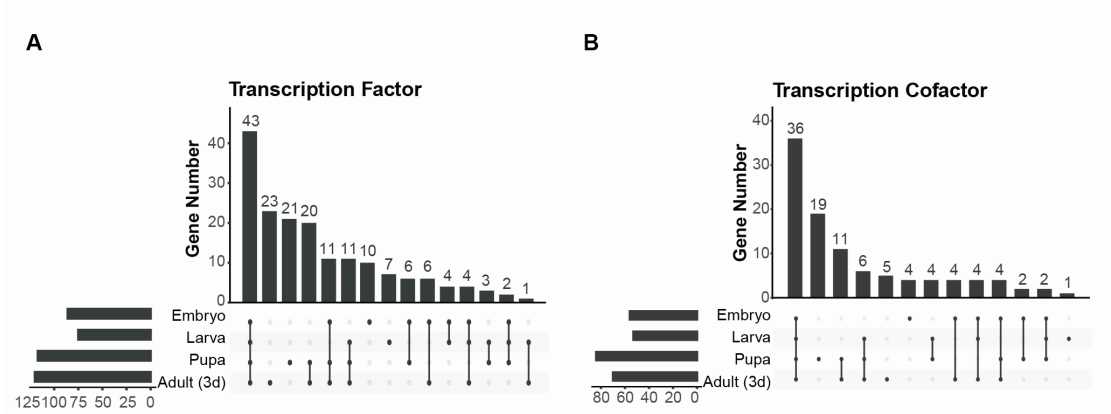

**Figure S4. Upset plot depicting the number of unique and shared transcription factors (left panel) and cofactors (right panel) capped by NAD, related to Table S4**

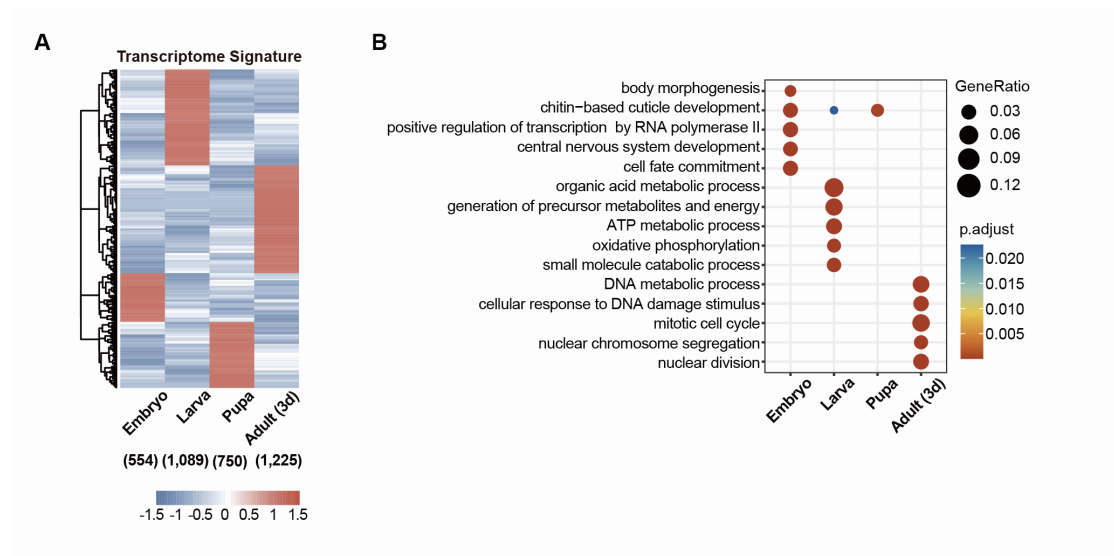

**Figure S5. Transcriptome signatures for each stage, related to Figure 5**

(A) Heatmap showing transcriptome signatures identified for each stage by combining ANOVA (FDR < 0.01) and z-score transformation (z-score > 1.3). (B) Pathway analysis noted that chitin-based cuticle development was enriched as transcriptome signature from embryo to pupa except for adult.

How the deposited data were processed for this re-analysis (not part of the article)

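Mouse liver and fly RNA was sequenced with and without capture of NAD-RNAs by DO-seq. The first experiment holds 4 input and 4 enrichment libraries each of mock-treated and yDcpS-treated RNA from livers of 18-month-old mice. The second holds 4 input and 4 enrichment libraries for each of 3 mixtures of liver RNA from 2-month-old mice with a synthetic spike-in, of which 0%, 1% or 5% carried an NAD cap. The third holds 2 input and 2 enrichment libraries each of fly embryo (14 to 16 h after egg laying), larva (4 days), pupa (7 days) and adult (3 days), with 45 ug of fly RNA, 5 ug of mouse liver RNA and 0.3 ng of each of 2 synthetic spike-ins. The fourth holds 3 RNA-seq libraries of each fly stage. All columns of the count tables were mapped to a library. The counts number the fly spike-ins differently from the paper. The one enriched in these libraries was taken as the 5% NAD spike-in, the paper's spike-in 2, and the other as spike-in 3.

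The authors trimmed the reads with Trim Galore 0.6.6, aligned them with STAR to the mouse genome GRCm39 or, for the fly DO-seq libraries, to GRCm39 and fly release 6.36 together, and counted read pairs per gene with featureCounts 2.0.1. The deposited values are raw counts per gene and library, without normalization, and replicates are not pooled. The totals of the columns differ and the values are whole numbers. The authors then used enONE with DESeq size factors and 2 factors of unwanted variation, a step that the counts do not include. The counting is not stated to use strand, so overlapping genes on opposite strands are uncertain, as are genes that share reads with a near-identical copy.

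Here, CPM and tests were computed in R 4.3.3 with edgeR 4.0.16, and as an alternative with DESeq2 1.42.0. Python 3.11 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for permutation tests, tables and figures. Libraries were normalized with TMM, and enrichment was compared with input by the quasi-likelihood F test with Benjamini-Hochberg adjustment. Standard errors of log2 fold changes were derived from the fold change and the F statistic. NAD-RNAs are genes with a fold of at least 2 and an adjusted p under 0.05, as in the paper. Mouse genes had to be counted in more than 75% of the libraries of a comparison. Fly genes passed edgeR's filterByExpr over the groups, and all fly DO-seq libraries were fitted together. The 2-month liver libraries were fitted together with the mixture as a factor. Spike-in folds were tested by exact permutation of libraries, and the fly spike-ins by exact permutation of the signs of the numbered pairs. Differences between treatments or stages were tested as interactions with the fraction. RNA-seq stages were compared with the F test at an adjusted p under 0.01, and signatures had a z-score above 1.3. Log2 CPM for principal components and z-scores used a prior count of 2.

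Total counts per library were at least 10573765 in the yDcpS experiment, 6933818 in the spike-in experiment and 4703713 in the RNA-seq experiment. In the fly DO-seq experiment, counts on fly and mouse genes ranged from 4195066 to 6656884. A count of 0 allows up to 3 counts at a confidence level of 95%, and folds against inputs at or under 3 counts are given as lower bounds. The bounds set the input to 3 counts, a limit that holds for a count of 0 only, so they cover part of the counting error. They use the mean of the enrichment libraries and leave out the spread between them. Read pairs without molecular identifiers are also not independent molecules.

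Genes named in the text are those the paper names that are in the tables, and in each comparison the 3 called genes with the largest log2 fold change among those with a mean of at least 50 counts whose enrichment libraries all exceed all inputs. This rule, the tests, the cuticle list and the alternatives were fixed before the data were examined. Fly symbols come from the paper's tables only, and of the 4 fly genes chosen this way that have none, 2 are named by identifier and the others left out. The cuticle list holds symbols that start with Cpr and a digit, Twdl, Lcp, Ccp84, Vajk, Acp65, Edg78, Edg84 or Edg91, the Pcp and obst genes, mmy and SrpRbeta. Its percentile was taken among 10000 random lists of called genes.

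The paper's methods take each input from the same labelling reaction as the enriched RNA, so that the numbers pair the input and enrichment libraries of a group. Same-numbered libraries deviated together from their group means, with correlations from 0.124 to 0.269 in the yDcpS experiment, from 0.0748 to 0.211 in the spike-in experiment and from 0.0686 to 0.328 in the fly experiment. RNA-seq libraries of different stages share only numbers. No 2 libraries were duplicates of each other. On simulated data, edgeR called 100% of raised genes with 4 against 4 libraries and 67% with 2 against 2 fly libraries, for a log2 change of 2. The F test over stages called 99.5% of changed genes. These simulations changed few genes and gave every gene the same spread, so the shares need not hold for the real libraries. Other splits of the samples were fitted up to 100 times per comparison.

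The alternatives were DESeq2, edgeR on DESeq2 size factors, scaling by total counts, the glmTreat test of a fold above 2, other filters on low counts, the replicate number as a block, single mixtures or stages, scaling by the added mouse RNA, and RUVs with 2 factors on 1000 mouse genes or on all fly genes. Libraries were left out in turn. Gene length, UTR length and physical clusters of fly genes were left out, because no fly annotation was used here. ONE-seq, qRT-PCR and CapZyme-seq data were not analysed here.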

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

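The test on mitochondrially encoded transcripts, the splits that keep the input and enrichment library of a number together, those of 2-month liver that part them and the block on mouse genes were chosen only after the results were seen.

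Enrichment differed between yDcpS-treated and mock-treated RNA in both directions. It was lower with yDcpS for 3709 genes and higher for 3790 genes in the interaction test, and 1460 genes were called NAD-RNAs only with yDcpS, a set the paper does not discuss. Among the genes named in the text, the log2 difference between the treatments was -0.44 for Apom, 1.10 for C1d, -1.20 for Dbi, 2.90 for Fasl, 2.20 for Zfp560, 1.60 for AW112010, -2.84 for Lst1, -1.86 for Gm2962 and -3.48 for Plac8, each at an adjusted p under 0.05. One technical explanation for the genes gained with yDcpS is composition. If captured m7G-RNA takes a share of the enrichment libraries without yDcpS, transcripts without an m7G cap should have a lower enrichment there. Mitochondrially encoded transcripts did so, with a median log2 difference of 2.82 and 19 of 19 genes above 0, which is consistent with that explanation. It was not tested for each gained gene. Scaling by total counts only, which applies no composition factor, gave 2643 lower and 5408 higher genes. Other effects of the treatment on the RNA remain open. The treatment is enzymatic and the tissue is the same, so no biological explanation was tested.

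Other splits of the same libraries were compared with these results. For the NAD-RNAs with yDcpS, 1 of the 35 splits of the 8 libraries gave as many genes, the real one, and without yDcpS it was again 1 of 35. Among the 8 splits that part all pairs of input and enrichment, the real split alone gave as many genes in each treatment. For the interaction, 9 of 100 splits, the real one included, gave as many genes with lower enrichment. The others among the 9 kept the enrichment libraries of each treatment as in the experiment and moved only inputs, which between the treatments lie no further apart than replicates. A share of 9 in 100 means that this count alone does not exclude a chance split. When the input and enrichment library of a number were kept together, 1 of 35 splits gave as many, and none of the others gave any gene. For 2-month liver, 1 of 100 splits gave as many NAD-RNAs, and the largest other count was 81. Among 100 splits that part every pair of input and enrichment, it was again the real one alone, with 338 as the largest other count.

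The enrichment of the spike-in differed between the mixtures, as the design intends. The log2 fold was higher at 1% than at 0% by 2.66, at 5% than at 1% by 1.97 and at 5% than at 0% by 4.63, with no overlap of libraries in any comparison (exact permutation test, p = 0.0286, n = 4 against 4). Folds of a mixture share its mean input, so the test leaves out the error of the inputs. The 5% libraries were smaller, and their spike-in had a higher input CPM, 242.8 against 133 at 0%. A difference in scaling between the mixtures could move the folds, but with total counts only the fold at 5% was 27.9 and that at 1% was 7.07, so the order stayed the same. The NAD-capped proportion is the designed difference and remains the open explanation for the order. Whether the 5% libraries were made in another batch is not stated.

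One library lay apart from the other replicates of its group. The CPM of mt-Ta in mock-treated enrichment was 0.0917 in replicate 3 and 0 in the others, which is a single count. Of 64 groups of 4 to 10 values examined, 1 had such a library, where chance gives 3.2. No biological explanation was tested.

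Enrichment differed between fly stages for 420 fly genes, or for 2198 with the numbered pairs as a block. The mouse liver RNA added to the fly reactions, whose genes the paper does not report on, had 685 genes called NAD-RNAs in the embryo libraries, 487 in larva, 691 in pupa and 444 in adult, of 7557 tested. For 457 of these mouse genes the enrichment differed between the stages, although the same RNA was added to each reaction. With the pairs as a block it was 724, and 678, 499, 686 and 455 mouse genes were called from embryo to adult. The 457 genes are consistent with reactions or libraries that differ in capture. Fly reads assigned to mouse genes, or fly RNA of a stage competing in the capture, were not tested. The explanation that the stages' reactions differ in capture in the order of their NAD-RNA counts was tested on the mouse genes. They gave another order, with 444 in adult against 685 in embryo, while the fly genes rose from embryo to adult, so this difference in capture is not the whole cause of the rise. Depth was weighed by thinning the mouse counts of every library to 253362 read pairs, which gave 512, 353, 435 and 428 called genes from embryo to adult. Stage, an untested biological explanation, and other differences between the reactions remain open for the 420 fly genes.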

How the results depend on the processing

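Counts that stayed within 1.5 times of the reported value, and folds of the spike-in in the mixtures that moved by no more than their SD, are called unchanged in this part. The cuticle share is so called inside the 95% confidence interval of the reported share. The fly spike-in ratios are so called when sign and significance stay, and single genes when sign and call stay. In fly fits that leave out a library, single genes had to stay within their standard error. The folds of the spike-in in the 3 mixtures, the ratios of both fly spike-ins, the number of genes with lower enrichment with yDcpS, the mitochondrial NAD-RNAs of 2-month liver, the transcription factors and cofactors and the share of cuticle genes with opposite signs were unchanged in all alternatives run. Their ranges were 26.8 to 33.1 for the 5% fold, 6.99 to 7.40 for 1% and 1.10 to 1.16 for 0%. For the fly spike-ins they were 5.44 to 5.74 and -1.28 to -0.88, for the genes with lower enrichment 2643 to 4073, and for the mitochondrial NAD-RNAs 11 to 16. Between 66.7% and 86.7% of cuticle genes had opposite signs. The 66.7% comes from the filter on at least 10 counts and rests on 3 genes, too few to show that the share is stable.

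Scaling by total counts only gave 1441 NAD-RNAs with yDcpS, 1178 without it and 793 genes called only without it, so that more genes were called with yDcpS than without. It also changed the sign of Plac8 with yDcpS, to -0.33, while the first principal component of the yDcpS experiment held 57.3% of the variance. With this scaling, 32.8% of the genes past the threshold in the interaction test had lower enrichment with yDcpS, against 49.5%. The share of higher among changed fly genes was 48.3%, 59.3%, 49.0% and 38.9% from embryo to adult, against 66.0%, 64.6%, 58.7% and 54.5%. The cause was not tested.

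The glmTreat test, which by its construction asks for a fold above 2 beyond error, gave 1553 NAD-RNAs with yDcpS, 1753 without it, 159 in 2-month liver, and 637, 700, 1630 and 1560 in fly embryo, larva, pupa and adult. In 2-month liver, the 0% mixture alone gave 817 NAD-RNAs, the 1% mixture 574 and the 5% mixture, which has smaller libraries, 284, and the cause was not tested. With the 500 most variable genes, the first principal component held 66.1% in the yDcpS experiment and 42.6% in the fly libraries, and with DESeq2 size factors it held 43.7% in the fly libraries. It ranged from 49.7% to 53.8% across the fits that each left out one yDcpS library.

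Scaling by the added mouse RNA gave 583 NAD-RNAs in embryo and 4160 in adult, and 2999 genes that differ between stages. It shifted the median log2 enrichment of all fly genes to -0.74 in embryo, 0.12 in pupa and 0.59 in adult, and the share of higher among changed genes to 12.9%, 73.6%, 66.3% and 83.3% from embryo to adult. The log2 enrichment of S1P in embryo became -0.0753, which lies above that median, and that of se in larva 0.10. For se in larva, whose libraries hold at most 6 counts, the filter on 75% of the libraries gave 5.3e-05. RUVs on fly genes gave 1731 NAD-RNAs in adult and 0.32 for Lcp3 in larva, and took S1P and pdm3 under the threshold in pupa and adult. With RUVs on mouse genes the share of higher among changed genes in embryo was 54.7%. DESeq2's likelihood ratio test found 1243 genes that differ between stages. The cause was not tested.

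Signature counts moved with the scale of the z-score and with the prior count. On linear CPM, the RNA-seq signatures were 960, 1949, 1986 and 1922 from embryo to adult, and without a filter on low counts the pupa number was 811. On linear folds, the NAD-RNA signatures were 293 in larva, 542 in pupa and 488 in adult, and with a prior count of 2 they were 211, 109, 374 and 313 from embryo to adult. DESeq2 gave 264 in embryo and 317 in pupa, and requiring the call in the same stage gave 245 and 313. All 4 settings put pupa above embryo, while the reported counts have embryo above pupa. Pupa RNA-seq signatures ranged from 449 to 752 across the fits that each left out one library, and the value of 752 came without pupa replicate 1. The cause was not tested.

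With the replicate number as a block, the counts of the yDcpS experiment were 2567, 2847, 1734 and 4073, and no named gene changed its call there. The block gave 535 NAD-RNAs in 2-month liver, 1602, 1806, 3118 and 2884 in the fly stages, and 2198 fly genes that differ between stages. For the mouse genes in the fly libraries, where the block was chosen after seeing the data, 724 differed. In larva it called S1P, TwdlF (adjusted p = 0.0371) and TwdlB (adjusted p = 0.0149), although without the second larval library TwdlF and TwdlB had log2 values of -0.13 and -0.09. It lost mt-Tq in 2-month liver (adjusted p = 0.184), found FBgn0051813 lower in embryo and gave 0.0027 for se in larva. It changed no other call of a named gene. The folds of the spike-in were 1.14, 7.23 and 29.4, and an exact test on the signs of 4 pairs, with 16 arrangements, cannot give a p under 0.05. The RNA-seq stages share only numbers, and there the block gave 465, 1135, 456 and 1276 signatures.

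For single genes in the yDcpS experiment, 24 values had 359 alternatives, of which 355 were unchanged, 2 weaker, 1 stronger and 1 reversed. In 2-month liver, 23 values had 780 alternatives, of which 752 were unchanged and 28 weaker. For the fly, 72 values had 932 alternatives, of which 833 were unchanged, 40 weaker, 10 stronger and 5 reversed. A further 44 fly values moved beyond their standard error when one of the 2 libraries of a group was left out.

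Leaving out a fly DO-seq library leaves 1 library in a group, and NAD-RNAs were not called from such fits. The genes at a fold of at least 2, counted without a test, stayed within 1.5 times of their number in every stage. The planned tests on gene length, UTR length and physical clusters, and their alternatives, were not run, because they need a fly annotation. The test of mitochondrial translation genes was not run, because the symbols known for that list all come from genes the paper reports. The depth limits the genes with few input counts. In embryo, 120 genes of the paper's list had fewer than 10 read pairs over 4 libraries, and 114 had 0 in both inputs and fewer than 10 in enrichment.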

Differences from the paper's values

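The paper's Fig. 2B shows about 2300 NAD-RNAs by DO-seq over its 5 groups of expression, read by eye, against 656 in 2-month liver here. None of the alternatives set before the data were examined closed the gap, and they ranged from 159 with the glmTreat test to 827 without a filter on low counts. The paper's methods use 2-month liver for the sensitivity of DO-seq and do not state which mixtures entered this figure. The yDcpS-treated libraries from livers of older mice gave 2566 NAD-RNAs, closer to the paper's value. Whether those libraries entered the figure is not stated, so the gap is shown for the 2-month libraries only.

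The paper reports 3 NAD-RNAs encoded by the mitochondrial genome, against 16 in 2-month liver here. None of the alternatives set before the data were examined reached the paper's value, and they ranged from 11 to 16. The yDcpS-treated libraries from livers of older mice gave 4, closer to the paper's value. Whether those libraries entered the paper's count is not stated, so this difference too is shown for the 2-month libraries only.

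The paper's Fig. S5A shows about 750 transcriptome signatures in pupa, read by eye, against 458 here. Of the alternatives set before the data were examined, DESeq2's size factors (582), no filter on low counts (811), leaving out pupa replicate 1 (752) and leaving out any library of embryo, larva or adult (503 to 528) gave a count within 1.5 times of the paper's. One-way ANOVA (432), linear CPM (1986), the replicate block (456) and leaving out pupa replicate 2 (484) or 3 (449) did not.

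The paper states that the spike-in without NAD caps was not enriched. Here its fold was 1.14 ± 0.048 (SD of 4 libraries), and every enrichment library exceeded every input (exact permutation test, p = 0.0286). That fold is under the 2-fold cutoff that the paper sets for NAD-RNAs. It is relative to the mouse genes used for scaling, so it does not by itself show capture of m7G-RNA.

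The paper states that the number of NAD-RNAs peaked in pupa and then dropped in adult. With scaling by the added mouse RNA, 3077 were called in pupa and 4160 in adult, and the other settings kept pupa above adult. The paper also states a progressive increase from embryo to larva, and with RUVs on fly genes 1297 were called in embryo and 1189 in larva.

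The paper states that NAD capping of the cuticle genes was low in embryo and larva. Here TwdlL was called an NAD-RNA in embryo, with a log2 fold change of 2.37, and in larva, with 3.80. Both lie below its 4.63 in pupa, as in the paper's relative statement. Of the 15 called cuticle genes, all but TwdlT, TwdlU, TwdlF and TwdlB were called in embryo. All but Edg78E, Lcp2, Lcp3, Lcp9, TwdlF and TwdlB were called in larva. For the largest cluster, around pdm3, the paper's text gives fewer genes than the 7 that its Table S3 lists in pupa. The largest cluster listed there in adult holds 6 genes, the number in the paper's text.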

Other observations

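The comparison of pupa and adult under another scaling was chosen only after the result was seen.

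Genes abundant in one stage and nearly absent from another were picked from the RNA-seq libraries alone, with at least 100 CPM in the source stage and at most 0.1% of that in the destination. For the 27 genes abundant in larva, the counts in the embryo enrichment libraries followed their abundance in the larval inputs (Pearson r across genes 0.942, slope 0.956). Their median log2 enrichment was 2.29 in embryo, or 1.87 with folds at their lower bounds, and -0.52 in larva. The value of 1.87 leaves out 7 genes without a fold or bound in embryo. An enrichment that belongs to the transcript itself in every stage is argued against by the median of -0.523 in larva, where the genes are abundant. The correlation is consistent with RNA or reads of larval libraries carried into the embryo enrichment libraries. Carry-over of RNA and of reads was not separated, and NAD capping of rare transcripts in embryo alone, a biological explanation, remains untested. The read pairs of these genes were 5.04 times as many in the first embryo enrichment library as in the second, against 0.782 for other called genes.

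The same comparison was made for all 12 ordered pairs of stages. The median log2 enrichment in the destination was above that in the source in each, from 0.91 (pupa to adult) to 5.39 (embryo to pupa), against -1.30 (pupa in pupa to larva) to 0.24 (pupa in pupa to embryo) in the source. With lower bounds, the destination medians ranged from 0.74 (embryo to larva) to 3.45 (embryo to pupa). These medians leave out genes without a fold or bound in the destination. Such genes were 50 of 104 from pupa to embryo and 39 of 76 from pupa to adult, but 0 of 24 from embryo to pupa. The medians therefore describe the remaining genes only. The correlation of enrichment counts in the destination with inputs of the source was 0.978 from embryo to pupa, 0.925 from embryo to adult, 0.885 from larva to adult, 0.862 from pupa to larva, 0.793 from larva to pupa, 0.673 from embryo to larva, 0.642 from pupa to adult and 0.572 from pupa to embryo. It was lower for the genes abundant in adult, at 0.471 in pupa, 0.411 in larva and 0.105 in embryo. These correlations are across genes, which are not independent replicates.

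The opposite trend of expression and enrichment in cuticle genes was weighed against a general property of genes whose expression falls from early to late stages. The cuticle list lay at percentile 77.46 of random lists matched on the change in expression, or at 85.0 with folds at their lower bounds, so that it did not stand apart from such genes. The general property is therefore a candidate explanation of the trend, and a part that is specific to cuticle genes remains open. Carry-over between libraries is another candidate that remains open for this trend. Of the 24 genes abundant in embryo and rare in pupa 4 are on the cuticle list, and of the 70 rare in adult 5, and their enrichment counts in those stages followed the embryo inputs. Low input counts accompany a fall in expression, and of the 3 genes with at least 10 counts in both inputs of an early and of a late stage 66.7% had opposite signs.

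The larger number of NAD-RNAs in pupa than in adult may depend on scaling every library to its fly counts, since scaling by the added mouse RNA gave 4160 in adult and 3077 in pupa. Mouse counts ranged from 253362 to 1126084 per library. Each fold compares enrichment with input of the same mixture, so that scaling does not need equal amounts of mouse RNA between stages. It rests on the mouse RNA being captured alike in the reactions of all stages, which was not measured on its own. A biological difference between the stages remains open.

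For the RNA-seq comparison of the stages, 1 of 100 splits of the 12 libraries gave as many genes at an adjusted p under 0.01, the real one, and the largest other count was 895.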
